# Age and Sex Influence the Hippocampal Response and Recovery Following Sepsis

**DOI:** 10.1007/s12035-019-01681-y

**Published:** 2019-07-05

**Authors:** Jolie Barter, Ashok Kumar, Julie A. Stortz, McKenzie Hollen, Dina Nacionales, Philip A. Efron, Lyle L. Moldawer, Thomas C. Foster

**Keywords:** Sepsis, Aging, Mice, Cecal ligation and puncture, Hippocampus, Transcriptome

## Abstract

Although in-hospital mortality rates for sepsis have decreased, survivors often experience lasting physical and cognitive deficits. Moreover, older adults are more vulnerable to long-term complications associated with sepsis. We employed a murine model to examine the influence of age and sex on the brain’s response and recovery following sepsis. Young (~ 4 months) and old (~ 20 months) mice (C57BL/6) of both sexes underwent cecal ligation and puncture (CLP) with restraint stress. The hippocampal transcriptome was examined in age- and sex-matched controls at 1 and 4 days post-CLP. In general, immune- and stress-related genes increased, while neuronal, synaptic, and glial genes decreased 1 day after CLP-induced sepsis. However, specific age and sex differences were observed for the initial responsiveness to sepsis as well as the rate of recovery examined on day 4. Young females exhibited a muted transcriptional response relative to young males and old females. Old females exhibited a robust shift in gene transcription on day 1, and while most genes recovered, genes linked to neurogenesis and myelination continued to be downregulated by day 4. In contrast, old males exhibited a more delayed or prolonged response to sepsis, such that neuronal and synaptic genes continued to decrease while immune response genes continued to increase on day 4. These results suggest that aging is associated with delayed recovery from sepsis, which is particularly evident in males.

**Electronic supplementary material:**

The online version of this article (10.1007/s12035-019-01681-y) contains supplementary material, which is available to authorized users.

## Introduction

Earlier recognition and treatment of sepsis has led to improved short-term survival; however, survivors of sepsis face complicated clinical trajectories, including an increased risk of cognitive impairment [1–6]. Sex is a major factor contributing to variability in the response to sepsis since many studies in humans and rodents have demonstrated decreased mortality following sepsis for females [7–12]. While the mechanism behind this sexual dimorphism remains uncertain, one explanation is that sex steroids affect the immune response to sepsis [7, 8, 10, 13]. Age is another major influential factor in the outcome of sepsis since the incidence of sepsis and the associated complications increase with advancing age [14–17]. The complications may result from dysregulation of the immune system during aging termed immunosenescence, resulting in a delayed, attenuated, and prolonged response [1, 3, 18–20].

One of the key problems facing sepsis survivors is acute and chronic cognitive deficits, particularly impaired hippocampal-dependent memory [4, 21, 22]. Studies that examine the effects of systemic inflammation on the hippocampus indicate multiple possible mechanisms including increased microglial activation [23, 24], activation of apoptotic pathways [22, 25, 26], oxidative damage [27], mitochondrial dysfunction [28], and decreased synaptic plasticity [29–33]. These effects of sepsis may be amplified with advanced age since aging is also associated with an increase in microglial activation, oxidative damage, mitochondrial dysfunction, and altered synaptic plasticity [34–36].

In the current study, we utilized a murine abdominal sepsis model [37–39] to determine how advanced age and sex influence the hippocampal transcriptome, 1 or 4 days following induction of sepsis. Next-generation sequencing, which permits examination of thousands of genes, was employed to determine the expression profile of hippocampal genes following sepsis. The results indicated that sepsis increases transcription of immune/stress response genes and decreases the expression of genes linked to the neuron, synapse, and myelination. Furthermore, the results confirmed that sex and age significantly influence the transcriptional response and recovery following sepsis.

## Methods

### Animals

Procedures involving animals were reviewed and approved by the Institutional Animal Care and Use Committee of the University of Florida and were in accordance with guidelines established by the U.S. Public Health Service Policy on Humane Care and Use of Laboratory Animals. Young (3–5 months) and old (18–22 months) male and female (C57BL/6) mice were purchased from Jackson Laboratory (Bar Harbor, ME). Mice were cared for by the University of Florida Animal Care Services and housed in transparent cages (4 animals per cage) within specific pathogen-free facilities. The animals were provided standard rodent chow and water ad libitum for the duration of the study. Prior to initiation of the experiment, mice were acclimated to the temperature- and humidity-controlled housing room programmed for a 12-h light–dark cycle for 1 week.

To induce sepsis, young and old female (50%) and male (50%) mice underwent cecal ligation and puncture (CLP), which consisted of a midline laparotomy, ligation of the cecum (~ 1 cm from its tip), and cecal puncture with a 22-gauge needle [37–39]. Immediately after surgery, the mice received a subcutaneous injection of buprenorphine diluted in 1 ml of saline. For this murine model, antibiotics and restraint stress were employed to partly mimic the clinical situation of humans in the intensive care unit. Mice received delayed subcutaneous antibiotic injections (imipenem monohydrate; 25 mg/kg diluted in 1 ml 0.9% sodium chloride) starting 8 h after CLP and twice a day thereafter for a total of 2 doses in the mice sacrificed on postoperative day (POD) 1 and 6 doses in mice sacrificed on POD4. In addition, mice were subjected to 1 h of daily stress via cone restraint in order to mimic the stress of the intensive care unit. Mice that were sacrificed 1 day after CLP received restraint cone stress 1 h prior to sacrifice, while mice sacrificed on POD4 received restraint stress on days 2–4, including 1 h prior to sacrifice. No mortalities were observed for all animals on day 1. There were no mortalities in young mice on day 4, while old mice irrespective of sex exhibited a mortality rate of 58.8% on day 4.

### Tissue Collection

Animals were sacrificed either 1 or 4 days following sepsis. Age- and sex-matched control groups were sacrificed directly from the home cage, without receiving surgery or anesthesia. Mice were anesthetized with isoflurane (Halocarbon Laboratories, River Edge, NJ) and swiftly decapitated, and mixed arteriovenous blood was collected in a heparinized vacutainer tube. The brains were rapidly removed and the hippocampi were dissected. All brain samples were flash frozen in liquid nitrogen and were stored at − 80 °C. One whole hippocampus was used for next-generation sequencing.

### Plasma Cytokines

Plasma cytokine concentrations were measured from a separate cohort of control animals and animals 1 day after receiving the same CLP. Blood was centrifuged at 1500×*g* for 10 min at 23 °C, then plasma was stored in a − 80 °C freezer. Concentrations of granulocyte-/macrophage-/granulocyte–macrophage colony-stimulating factor (G-CSF/MCSF/GM-CSF), interleukin (IL)-1α and β, IL-2, IL-4, IL-6, IL-10, IL-12p70, IL-17, tumor necrosis factor (TNF), interferon-γ (IFN-γ), monocyte chemoattractant protein-1 (MCP-1), macrophage inflammatory protein-1α (MIP-1α), and keratinocyte chemoattractant (KC) were determined using the manufacturer’s protocols and using BeadView software (Millipore).

### RNA, Library Preparation, and Sequencing

The transcriptional profile was analyzed in the hippocampus from 12 different groups: young male control (*n* = 4), young male 1 day post-sepsis (*n* = 4), young male 4 days post-sepsis (*n* = 4), old male control (*n* = 4), old male 1 day post-sepsis (*n* = 4), old male 4 days post-sepsis (*n* = 4), young female control (*n* = 4), young female 1 day post-sepsis (*n* = 4), young female 4 days post-sepsis (*n* = 4), old female control (*n* = 4), old female 1 day post-sepsis (*n* = 4), and old female 4 days post-sepsis (*n* = 3). 

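The deposited labels give 24 libraries as male and 23 as female. Xist, the non-coding RNA of the inactive X chromosome, lies on chromosome X from 103460366 to 103483254 in GRCm38, and 11.0% of its exon bases overlap the antisense gene Tsix. In the 23 female libraries Xist was between 93.4 and 505 CPM, and the sum of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was at most 0.349. In 23 male libraries Xist was at most 0.158 and the sum of the Y-linked genes was between 42.7 and 89.9. The library labelled young male day 4 replicate 3 had 278 CPM of Xist and 0.0333 of the Y-linked genes, both within the range of the female libraries. It was kept in the group of its label, and values without it are given where it changed a result.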

Methods for library preparation and sequencing have previously been published [35, 40]. Briefly, RNA isolation and DNase digestion were performed with RNeasy Lipid Tissue Mini kit (Qiagen, catalog number 74804) and RNase-Free DNase Set (Qiagen, catalog number 79254). The RNA concentration was measured using a NanoDrop 2000 spectrophotometer, and the RNA integrity number (RIN) was quantified on a High Sensitivity RNA ScreenTape in an Agilent 2200 Tapestation system. External RNA Controls Consortium (ERCC) spike-in control (Thermo Fisher, catalog number 4456740) was added to samples as a performance assessment for library preparation. Dynabeads mRNA DIRECT Micro kit (Thermo Fisher, catalog number 61021) selected for poly(A) mRNA and whole transcriptome libraries were prepared with the Ion Total RNA-Seq Kit v2 (Thermo Fisher, catalog number 4475936). Ion Xpress barcodes (Thermo Fisher, catalog number 4475485) were added for multiplex sequencing. Qubit dsDNA High Sensitivity assay (Thermo Fisher, catalog number 32851) and High Sensitivity D1000 ScreenTape in a Tapestation system quantified the concentration and size distribution of the whole transcriptome library. Template preparation was performed using an Ion Chef system and sequenced on an Ion Proton. Analysis of the ERCC control was performed in the Torrent Server with the ERCC analysis plugin. ERCC spiked samples had an *R*^2^ of above 0.9. Each sample had an average of 34 million reads and 148 base pair length. The data for this study has been uploaded to NCBI’s Gene Expression Omnibus under the accession number: GSE128925.

### Bioinformatics and Statistical Analysis

Data analysis for gene expression was performed on the Partek Flow server as previously described [35, 40]. FASTQ files were trimmed and aligned to the mouse (mm10) genome using STAR. Gene counts were normalized using the trimmed mean of M-values (TMM) method [41], and genes with an average total count of less than 5 were removed, consistent with our previously published work [35, 40, 42, 43]. For statistical analysis, counts were log transformed and one-way analyses of variance (ANOVAs) were conducted for the specific analyses described below. For each analysis, the *p* value was set at *p* < 0.01 for statistical filtering. Genes that passed the statistical filter were then separated into upregulated or downregulated based on fold change. These gene lists were then separately submitted to the NIH Database for Annotation, Visualization, and Integrated Discovery (DAVID) for gene enrichment and functional annotation clustering analysis. This analysis was limited to biological processes and cellular components in the “Direct” and “FAT” categories with a Benjamini false discovery rate (FDR) set at *p* < 0.05 as a cutoff for a significant cluster. The significant clusters are reported along with the number of genes in the cluster.

The specific analyses are illustrated in Fig. 1. The response, recovery, and prolonged effects of sepsis were conducted separately within each age and sex. First, the response to sepsis over time was analyzed using one-way ANOVAs between day 1 to control and day 4 to control. Next, we analyzed either the recovery or prolonged effect of sepsis. Analysis to determine if genes exhibited a prolonged dysregulation following sepsis was performed by filtering genes that were either increased or decreased across both time points. Recovery after sepsis was assessed by determining if filtered genes that were initially downregulated (day 1 versus controls) were then upregulated on day 4 compared to day 1. This was also conducted for genes that were initially upregulated (day 1) then downregulated on day 4. The effect of age was analyzed by comparing young and old control animals separately for each sex.

**Fig. 1:**
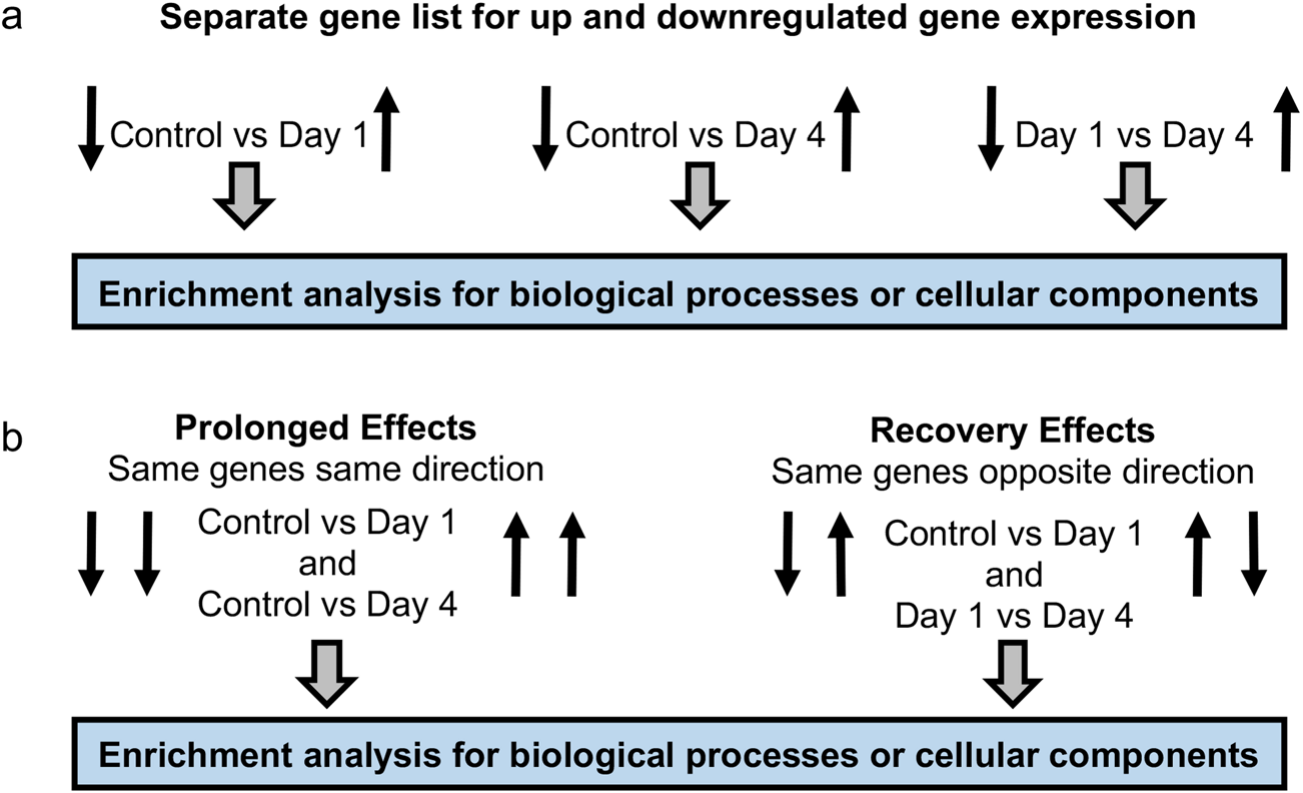
Diagram summarizing the initial analysis performed on the transcriptome. **a** For each age and sex group, gene changes following sepsis were examined by generating lists of differentially expressed genes. Gene lists were generated by statistical filtering (*p* < 0.01), comparing the transcriptome on day 1 or day 4 following sepsis relative to control. Moreover, we examined the changes in expression from day 1 to day 4. Upregulated and downregulated genes were separately analyzed for enrichment of biological processes or cellular components using DAVID. **b** The gene lists generated from the above analysis were then used to examine the prolonged effects or recovery after sepsis. Analysis for the prolonged effect of sepsis was determined by genes that continued to be modified in the same direction on day 1 and day 4 relative to control. For recovery, genes were selected if they were differentially expressed on day 1 (e.g., increasing on day 1) and expression was in the opposite direction on day 4 compared to day 1 (e.g., decreased on day 4 relative to day 1). For prolonged and recovery effects, gene lists were separately analyzed for enrichment of biological processes or cellular components using DAVID

For plasma cytokine analysis, cytokine concentrations were log transformed. Three-way ANOVAs were performed for the factors sepsis, age, and sex. For post hoc analyses, Bonferroni correction was used (*p* < 0.05).

## Results

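Whole hippocampi of 47 C57BL/6 mice, 1 library per mouse, were sequenced on the Ion Proton in 12 groups of age, sex and time. Each group held 4 mice, apart from old females on day 4, which held 3. Sepsis was induced by cecal ligation and puncture, an opening of the gut that releases bacteria into the abdomen, and was followed by antibiotics and daily restraint. The controls came from the home cage without surgery or anesthesia, so each comparison with controls also holds the effects of surgery, anesthesia and restraint. The paper reports deaths of old mice by day 4 and none of young mice. Old libraries of day 4 therefore come from survivors, and comparisons of them may also hold the effect of survival. The authors deposited CPM for 28032 genes, listed by symbol and normalized by the trimmed mean of M-values. The columns sum to between 767926 and 937374. A single read corresponds to 0.0307 to 0.0456 CPM, which gives between 17342799 and 28143568 reads assigned to genes per library, with a median of 21435345. Group medians ranged from 18544566 in old males on day 4 to 23786823 in young female controls.
Genes with a mean of at least 5 CPM over all libraries were tested, 11691 in all. Values were analysed as log2 of the value plus 1, with limma's moderated test and a trend of the variance on expression, in 1 fit per comparison that held only the libraries of the groups compared. A gene was called differentially expressed at an unadjusted p below 0.01, the threshold of the paper. At that threshold 117 calls per comparison are expected by chance. Counts at a Benjamini-Hochberg adjusted p below 0.05 are given beside the calls. The median standard deviation of a gene within a group was 0.161 on the log2 scale. Errors of means are standard deviations (SD) over the mice of a group. Whether a change differed between groups was tested with limma's interaction contrast over the 4 groups concerned. Gene positions are those of GENCODE vM21 on GRCm38, the build also named mm10. Whether reads were counted by strand is not given in the sources used here. Genes with at least 10% of their exon bases in another gene, or at least 10% of their 50-base stretches shared with one, are therefore reported as uncertain. Smaller overlaps, such as that of Jak3 with Insl3 (7.55%), are not noted gene by gene. Gene lists were taken from the text, Fig. 8 and Table S1 of the paper, which chose their genes on these libraries, so counts adjusted over the list alone are not independent evidence.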

Figure 2 illustrates the number of differentially expressed genes (DEGs) either 1 or 4 days after sepsis relative to age- and sex-matched controls. These genes were further divided based on direction of change (i.e., upregulation or downregulation). 

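On day 1, limma called 940 genes (433 higher and 507 lower) in young males, of which 433 passed at the adjusted p. Day 4 gave 398 genes (238 higher and 160 lower) in young males, with 1 at the adjusted p. In young females the calls were 556 genes (283 higher and 273 lower) on day 1 and 95 genes (54 higher and 41 lower) on day 4. At the adjusted p these became 162 and 0, while at an unadjusted p of 0.05 young females had 369 genes on day 4. The other tests gave 110 calls (unmoderated F test) and 249 calls (all 12 groups in 1 fit) for this last comparison. Old females had 3120 genes (1486 higher and 1634 lower) on day 1 and 573 genes (296 higher and 277 lower) on day 4, with 3437 and 32 at the adjusted p. The ratio of day 1 to day 4 calls was 2.36 in young males, 5.85 in young females and 5.45 in old females. Scaling by the median of ratios gave 303 higher and 123 lower genes in young males on day 4, and 219 higher and 329 lower in old females on day 4. The alternative that moved these counts most was a mean of at least 50 CPM, which gave 24 calls in young females on day 4 and 152 on day 1.
Single libraries moved several of these counts by more than 1.5 times. The young male count on day 1 became 572 without young male control replicate 2, and that on day 4 became 219 without young male control replicate 2, 224 without young male control replicate 4, 210 without young male day 4 replicate 2 and 201 without young male day 4 replicate 4. In young females the day 1 count became 356 without young female day 1 replicate 1 and the day 4 count 207 without young female control replicate 2. The old female count on day 4 became 255 without old female control replicate 1, 212 without old female day 4 replicate 4 and 312 without old female day 4 replicate 7. No single library moved the old female count on day 1 by this much.

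**Figure D1:**
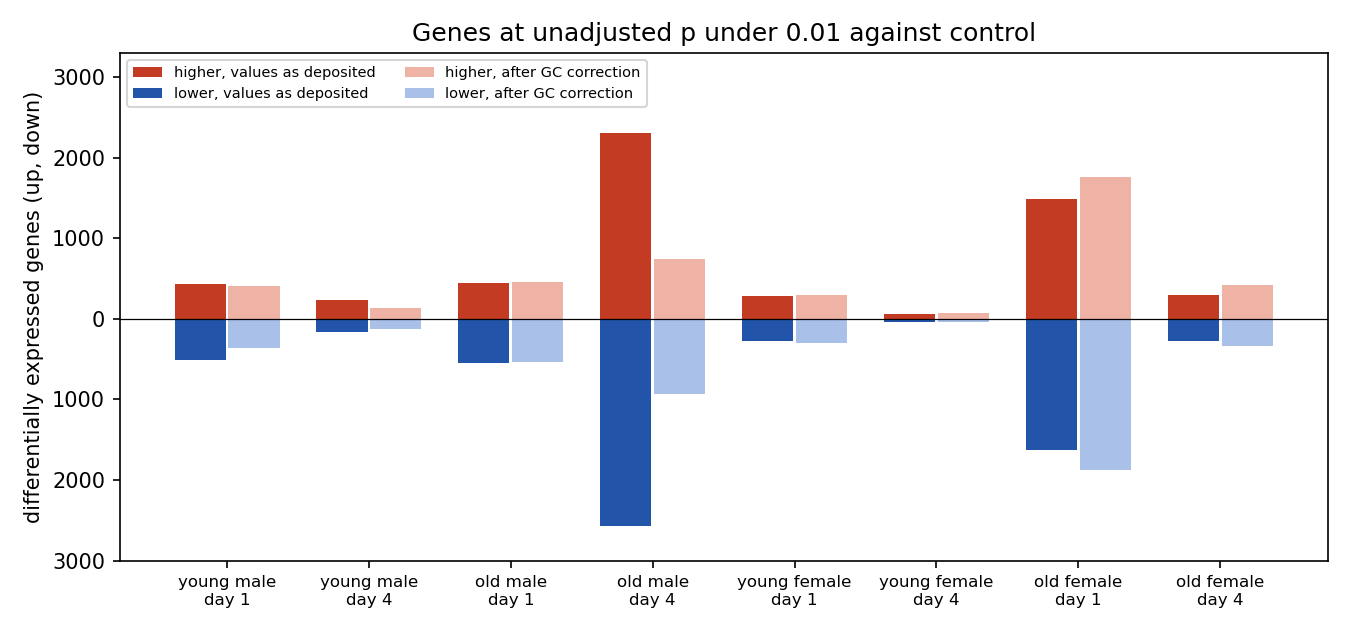
Number of differentially expressed genes in each comparison of sepsis with control, for the deposited values and after correction of each library for GC content. Old males on day 4 had 4877 calls in the deposited values and 1675 after the correction.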

Of particular note is that young males, young females, and old females differentially expressed a greater number of genes on day 1 compared to day 4, suggesting recovery over the 4 days. This was particularly evident in old females, which exhibited expression differences fourfold greater than young females on day 1. In contrast, old males exhibited the smallest number of DEGs on day 1, while robust changes were observed on day 4, suggesting a delayed response and/or diminished recovery.

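Old females had 5.61 times as many calls as young females on day 1 in the separate fits. This ratio depends on the fit, as all 12 groups in 1 fit gave 3987 calls in old and 1121 in young females. The interaction of age and sepsis in females on day 1 was called for 1037 genes (unadjusted p below 0.01; 440 at the adjusted p). In 433 of these the change was higher in old females and in 604 it was lower. Fitting all 12 groups together gave 1686 genes for this interaction. Among genes with a mean of at least 50 CPM and no overlap of libraries between the groups, the largest increases in old females on day 1 were those of Mt2 (log2 fold change 2.18, standard error 0.14), of whose exon bases 73.5% overlap the antisense Gm45774, and Sgk1 (2.13, standard error 0.11). Car2 (-1.47) and 4930402H24Rik (-1.30) had the largest decreases. Adjusted p was 1.43e-06, 2.98e-07, 3.26e-06 and 4.67e-06 in the order of naming, by limma.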

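Old males had 991 genes (443 higher and 548 lower) on day 1, 617 at the adjusted p, and 4877 genes (2304 higher and 2573 lower) on day 4, 5896 at the adjusted p. The ratio of day 1 to day 4 calls was 0.203, and old males had 1.05 times the day 1 calls of young males. When all 12 groups were fitted together, old males had 578 calls on day 1, against 958 in young males, 1121 in young females and 3987 in old females. With each library left out in turn, the old male counts were between 737 and 949 on day 1 and between 4077 and 4910 on day 4. The interaction of age and sepsis in males was called for 60 genes (unadjusted p below 0.01; 0 at the adjusted p) on day 1, with 409 at an unadjusted p of 0.05, and for 1020 genes (unadjusted p below 0.01; 8 at the adjusted p) on day 4. On day 1 the unmoderated F test called 75 and the fit of all 12 groups 20. The day 4 interaction has 557 genes with a higher and 463 with a lower change in old males. After correction for GC content these became 104 and 155. The day 1 interaction became 97 without young male control replicate 1, 39 without young male control replicate 2 and 146 without young male control replicate 3, and the day 4 interaction 655 without young male day 4 replicate 2 and 1645 without young male day 4 replicate 4. The young male day 4 group includes the library labelled young male day 4 replicate 3. From the few changes on day 1 and the many on day 4 the paper proposes a delayed response or a diminished recovery in old males.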

**Fig. 2:**
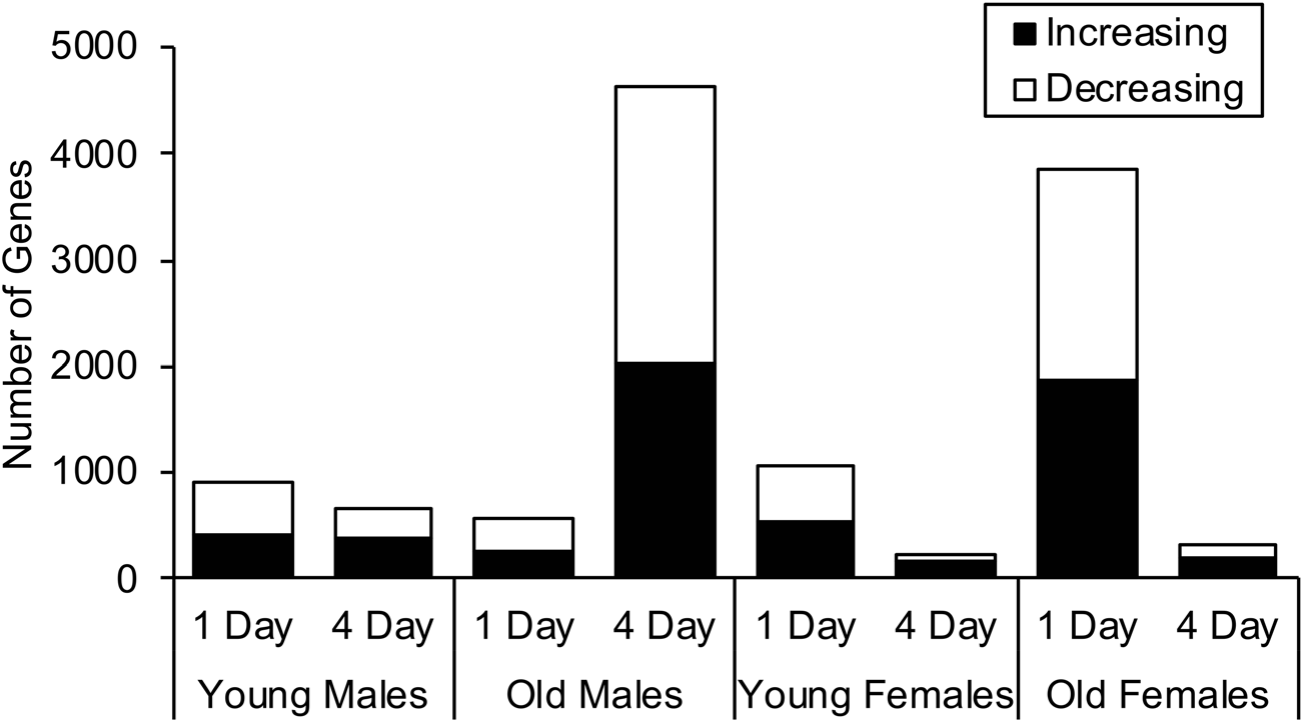
The number of genes differentially expressed for each age and sex group. Summary of the total number of genes that increased (black) or decreased (white) the expression in the hippocampus 1 or 4 days after sepsis relative to age-matched controls

Overall, 241 genes were altered in all four groups in the same direction (116 upregulated and 125 downregulated) on day 1. 

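Genes called in the same direction in all 4 groups on day 1 numbered 217, 117 higher and 100 lower. A mean of at least 50 CPM moved this most, to 69 genes, and the unmoderated F test gave 118. With each library left out in turn the number was between 184 and 228.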

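Arhgef3, Arl4d, Cdkn1a, Ddit4, Errfi1, Fkbp5, Gjb6, Klf9, Klf15, Nfkbia, Pdk4, Rhou, Tsc22d3, Sdc4, Sesn1, Sgk1, Sult1a1 and Wipf3 were followed as a list of 18 genes. All 18 rose on day 1 in every group. Their median log2 fold change was 0.88 in young males, 0.94 in old males, 0.84 in young females and 1.28 in old females. All 18 were called in young males, old males and old females, and 17 in young females, where Arhgef3 (log2 fold change 0.30, adjusted p = 0.249) was not. Adjusted over all genes tested, 18 passed in young males, old males and old females and 14 in young females. The count adjusted over the list alone was 18 in each group, which is not independent evidence. Cdkn1a, on chromosome 17 from 29090976 to 29100727, showed the largest change of the list over the 4 groups, from 6.38 ± 1.40 CPM in old female controls (SD, n = 4) to 119.9 ± 33.0 on day 1 (SD, n = 4), a log2 fold change of 4.01 (standard error 0.20, adjusted p = 2.08e-07 from limma). In young males its log2 fold change was 2.38, in old males 2.81 and in young females 2.57. Sgk1, on chromosome 10 from 21882184 to 21999903, rose by 1.52 in young males, 1.73 in old males and 1.61 in young females on the same scale. Fkbp5, on chromosome 17 from 28399094 to 28517527, rose by 0.91, 1.02, 0.89 and 1.61 in young males, old males, young females and old females.
As a set, the list was higher on day 1 in each group by limma's camera test with a preset correlation between genes of 0.01 (adjusted p over 50 list tests of 4.55e-30, 3.08e-40, 1.30e-33 and 3.52e-19 in the same order). All 4 hold under fry and with an estimated correlation. Over the 50 tests of this and 4 other lists in 10 comparisons, camera gave 33 at the adjusted p, of which 24 hold under fry and 12 with an estimated correlation. On day 4 the median of the list was 0.45 in young males, 0.62 in old males, 0.28 in young females and 0.38 in old females. The young male value includes the library labelled young male day 4 replicate 3. Its mean log2 value over the list was 4.96, against 5.57 to 5.63 in the others of its group, which lowers the young male change. Sesn1 in young females had a limma p of 0.00495 and changes of 0.44 without young female control replicate 3, 0.39 without young female control replicate 4, 0.47 without young female day 1 replicate 1, 0.45 without young female day 1 replicate 2 and 0.42 without young female day 1 replicate 3, each no longer called. Arhgef3 there was called at 0.36 without young female control replicate 1 and 0.34 without young female control replicate 2. Single libraries decided no other call of the list on day 1.

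**Figure D2:**
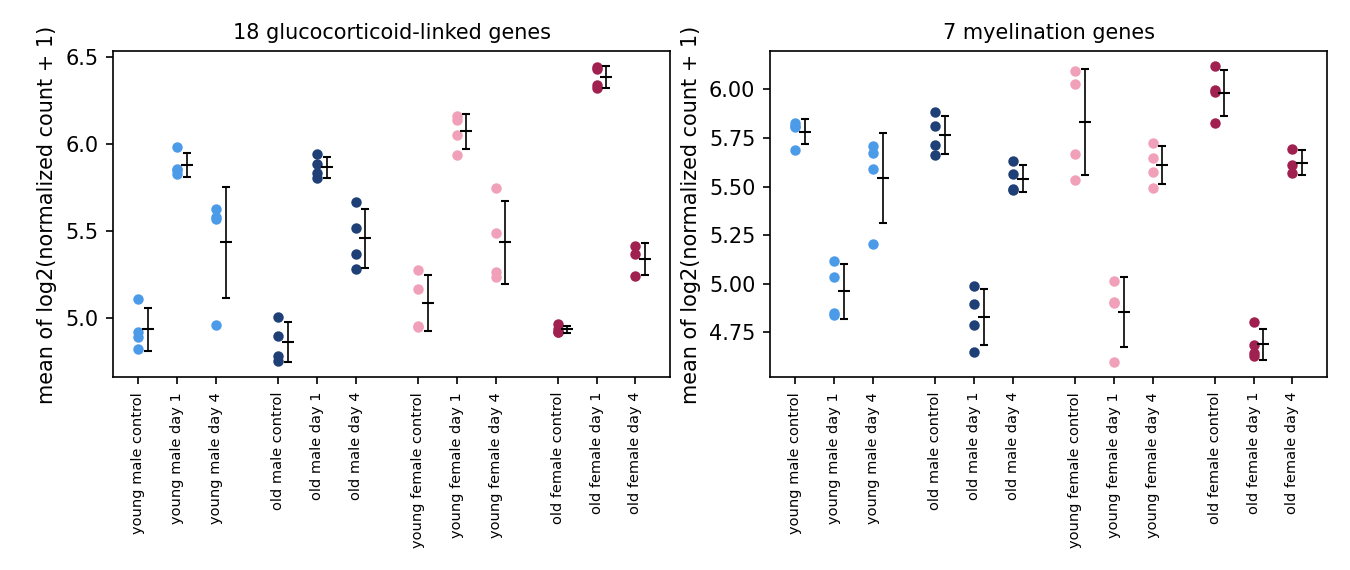
Mean log2 value of the 18 glucocorticoid genes (left) and of the 7 myelination genes of Table S1 (right) in each library, with the group mean and SD. Points are mice, and the library labelled young male day 4 replicate 3 has a glucocorticoid score of 4.96 against 5.57 to 5.63 in the others of its group.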

Upregulated genes were linked to glucocorticoid signaling, including genes that have been observed to increase in the brain following glucocorticoid administration across a number of studies (*Arhgef3*, *Arl4d*, *Cdkn1a*, *Ddit4*, *Errfi1*, *Fkbp5*, *Gjb6*, *Klf9*, *Klf15*, *Nfkbia*, *Pdk4*, *Rhou*, *Tsc22d3*, *Sdc4*, *Sesn1*, *Sgk1*, *Sult1a1*, *Wipf3*). Many of these genes are linked to downstream responses including regulation of transcription, apoptosis, and immunosuppressive effects of glucocorticoids [44]. Other significant clusters included increased expression of genes linked to the regulation of cell growth and proliferation, particularly negative regulation of cell growth and proliferation (Table S1). 

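Genes that Table S1 prints for its terms were followed in each group. The 14 genes of regulation of cell growth had a median log2 fold change on day 1 of 0.82 in young males, 0.93 in old males, 0.89 in young females and 1.40 in old females. For the 26 genes of regulation of cell proliferation the medians in this order were 0.88, 0.85, 0.86 and 1.21. They were 0.88, 0.92, 1.10 and 1.55 for the 21 genes of response to hormone and 0.90, 0.95, 1.04 and 1.45 for the 25 genes of apoptotic process. For the 8 genes of response to glucocorticoid they were 1.44, 1.57, 1.44 and 1.71, and for the 7 genes of glucose transport 0.77, 0.84, 0.84 and 1.08. On day 4 the medians of the growth list were 0.27, 0.50, 0.40 and 0.32, and those of the proliferation list 0.37, 0.59, 0.26 and 0.18. Each of these 6 lists was higher in all 4 groups on both days at the adjusted p of camera, over 310 tests of 31 lists, for which fry and an estimated correlation were not run. These genes were picked from the day 1 calls of the same libraries, and the day 4 comparisons share their control libraries, so the values of neither day are independent of that choice.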

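The 7 genes that Table S1 prints for myelination had a median log2 fold change on day 1 of -0.80 in young males, -0.99 in old males, -1.01 in young females and -1.15 in old females. All 7 were called lower in young males, old males and old females, and 5 in young females. Adjusted over the list alone, 7 were lower in every group, and over all genes tested 7 in young males, 7 in old males, 4 in young females and 7 in old females. The study chose the list on these day 1 libraries. Ugt8a, on chromosome 3 from 125865271 to 125938619, had the lowest value in young males, -1.25 (standard error 0.16). Pllp, another gene of the list, is uncertain because 54.1% of its exon bases overlap the antisense Gm45767. The 7 genes of sterol biosynthesis had medians of -0.56, -0.53, -0.65 and -0.62 in the same order of groups. Both lists were lower on day 1 in all groups at the adjusted p of camera and under fry. With an estimated correlation myelination held in young males, old males and old females, and sterol biosynthesis in young males only. Between female controls of the 2 ages the median of the sterol list was 0.0025 and its mean -0.019, which differ in sign. The 12 genes of lipid biosynthesis had medians of -0.57, -0.52, -0.57 and -0.53, the 10 genes of gliogenesis -0.64, -0.65, -0.62 and -0.76, and the 27 genes of neurogenesis -0.62, -0.62, -0.60 and -0.72.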

Enrichment analysis of genes that were downregulated across all groups on day 1 indicated clustering of genes for neurogenesis, gliogenesis, myelination, and lipid and sterol biosynthetic processes.

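On day 4, 3 genes were called higher in all 4 groups (Klf15, Lcn2 and Tnfrsf25) and 2 lower (Aqp4 and P2ry12), named here after their values were seen. P2ry12, on chromosome 3 from 59216272 to 59262871, had log2 fold changes of -0.73 in young males, -0.92 in old males, -0.42 in young females and -0.48 in old females, and 0.353% of its exon bases overlap Med12l on the opposite strand. Without single libraries the number of common genes was 3 without young male control replicate 2, 3 without young male day 4 replicate 2, 11 without the library labelled young male day 4 replicate 3, 3 without young male day 4 replicate 4, 8 without young female control replicate 2, 2 without young female control replicate 3, 3 without young female control replicate 4, 3 without young female day 4 replicate 2 and 3 without old female day 4 replicate 4. Fitting all 12 groups together gave 6 higher and 4 lower genes, the alternative that moved it most upward, and the unmoderated F test gave 0. Correction for GC content gave 3 and 4, and correction for transcript length, chosen after seeing the data, 3 and 5.
Cxxc1, Epha10, Fkbp5, Ly6a, Plin4 and Sgk1 rose and Ednrb, P2ry12 and Rasgrp3 fell in every group on day 4. Of these 9 genes, 4 were called in young males, 8 in old males, 5 in young females and 9 in old females. With p adjusted over the list alone, 9, 9, 8 and 9 passed, which is not independent evidence, and over all genes tested 0, 9, 0 and 3. Plin4, on chromosome 17 from 56100591 to 56109803, went from 5.86 ± 3.51 to 46.9 ± 18.9 CPM in old males (SD, n = 4), a log2 fold change of 2.86 (standard error 0.35, adjusted p = 1.94e-04 from limma). In young males, young females and old females it rose by 1.84, 1.99 and 2.29. Cxxc1, on chromosome 18 from 74216124 to 74221496, had a log2 fold change of 0.26 in old males, which was -0.064 after correction for GC content.
Single libraries decided several of these calls. In young males Plin4, Fkbp5, Cxxc1 and Ly6a were called at 2.68, 0.72, 0.28 and 0.91 without the library labelled young male day 4 replicate 3, and Ly6a also at 0.82 without young male control replicate 4. Ednrb in young males, at -0.43 and on chromosome 14 from 103814625 to 103844402, was no longer called at -0.46 without young male control replicate 1, -0.41 without young male control replicate 2, -0.45 without young male control replicate 3, -0.41 without young male control replicate 4, -0.36 without young male day 4 replicate 2 and -0.33 without young male day 4 replicate 4. For Ednrb in old males, at -0.41, a call appeared at -0.47 without old male control replicate 2 and -0.51 without old male day 4 replicate 2. In young females, at -0.45, it was lost at -0.38 without young female control replicate 3. For old females, Ednrb (-0.46) lost its call at -0.46 without old female control replicate 1, -0.39 without old female control replicate 2, -0.39 without old female control replicate 3, -0.43 without old female day 4 replicate 2, -0.45 without old female day 4 replicate 4 and -0.48 without old female day 4 replicate 7. Epha10 in old females (0.38) lost it at 0.37 without old female control replicate 1, 0.28 without old female control replicate 2, 0.39 without old female control replicate 3, 0.37 without old female day 4 replicate 2, 0.36 without old female day 4 replicate 4 and 0.42 without old female day 4 replicate 7. Cxxc1 in old females (0.25) lost it at 0.24 without old female control replicate 1, 0.22 without old female control replicate 2, 0.28 without old female day 4 replicate 2, 0.22 without old female day 4 replicate 4 and 0.26 without old female day 4 replicate 7. Cxxc1 in old males lost it at 0.24 without old male control replicate 1, 0.25 without old male control replicate 2, 0.24 without old male control replicate 3, 0.28 without old male day 4 replicate 2, 0.20 without old male day 4 replicate 3 and 0.26 without old male day 4 replicate 8. Rasgrp3 in old females (-0.39) lost it at -0.37 without old female control replicate 1, -0.34 without old female day 4 replicate 2 and -0.37 without old female day 4 replicate 4, and P2ry12 at -0.43 without old female day 4 replicate 4. In young females P2ry12 lost its call at -0.40 without young female control replicate 4, -0.42 without young female day 4 replicate 1 and -0.38 without young female day 4 replicate 2, and Fkbp5 (0.48) at 0.38 without young female control replicate 3, 0.42 without young female control replicate 4, 0.42 without young female day 4 replicate 3 and 0.43 without young female day 4 replicate 4. Plin4 there lost it at 1.70 without young female day 4 replicate 3. Gains in young females were Sgk1 (0.64), called at 0.84 without young female day 4 replicate 1 and 0.81 without young female day 4 replicate 2, Epha10 (0.39), at 0.48 without young female control replicate 1 and 0.45 without young female day 4 replicate 4, and Rasgrp3 (-0.38), at -0.47 without young female day 4 replicate 2.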

The number of DEGs that were common across all groups was reduced on day 4, such that only six genes (*Cxxc1*, *Epha10*, *Fkbp5*, *Ly6a*, *Plin4*, *Sgk1*) were upregulated and three genes (*Ednrb*, *P2ry12*, *Rasgrp3*) were downregulated. Interestingly, old males exhibited increased expression of 79 genes on day 4, which had changed in the three other groups by day 1. These genes were largely related to apoptotic process and inflammatory response. 

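Counting genes called higher on day 1 in young males, young females and old females, not called higher on day 1 in old males, and called higher on day 4 in old males gave 7 genes. They were Cd14, Cebpb, Cebpd, Pim3, Rasip1, Rprm and Tnfrsf1a, named here after their values were seen. Cebpb and Cebpd are uncertain, as 20.7% and 15% of their exon bases overlap Tmem189 and Spidr. With genes also called on day 1 in old males kept in, the number was 85, the alternative that raised it most. The count became 3 without old male day 1 replicate 1.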

Thirty-six genes were downregulated on day 4 in old males, which were originally downregulated on day 1 in the other three groups. These genes were linked to gliogenesis and neurogenesis.

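In the same definition 0 genes were lower by limma, against 2 by the unmoderated F test and 6 with all 12 groups in 1 fit. With an unadjusted p of 0.05 in each comparison 3 genes were lower. With genes also called on day 1 in old males kept in, 32 genes were lower.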

### The Response and Recovery of the Hippocampal Transcriptome Following Sepsis for Each Age and Sex Group

#### Young Males

One day after sepsis, young males exhibited a similar number of genes that were upregulated (400) and downregulated (516) compared to controls (Fig. 2). 

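Among the young male calls on day 1, the genes with the largest changes at a mean of at least 50 CPM and with no overlap of libraries between the groups were Apod (1.61 on the log2 scale, standard error 0.16, adjusted p = 2.51e-04), Hba-a2 (-1.62, standard error 0.36, adjusted p = 0.0324) and Hbb-bs (-1.43, standard error 0.38, adjusted p = 0.0645), besides Sgk1. Hba-a2 and Hbb-bs are hemoglobin genes and are uncertain, because 86.9% and 65.8% of their 50-base stretches are shared with Hba-a1 and Hbb-bt. Hbb-bs was no longer called at -1.23 without young male day 1 replicate 2. The interaction of sex and sepsis in young mice on day 1 was called for 57 genes, 28 with a higher and 29 with a lower change in females, and for 0 at the adjusted p of limma. At an unadjusted p of 0.05 there were 507, the unmoderated F test called 99, and the fit of all 12 groups 115. Scaling by the median of ratios gave 51 higher and 29 lower. The interaction count became 87 without young male control replicate 4, 140 without young male day 1 replicate 1, 28 without young male day 1 replicate 3, 133 without young female control replicate 1 and 263 without young female control replicate 2.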

Functional annotation clustering analysis indicated that 1 day after sepsis, genes related to the stress response and neuronal/glial function increased and decreased, respectively (Fig. 3a; Table S2). Genes that were upregulated were related to reactive oxygen species metabolic process, apoptotic process, immune effector response, regulation of response to stress, defense response, regulation of cytokine production, and response to corticosteroid, and positive regulation of phagocytosis was observed. Interestingly, half of the genes for apoptosis were also associated with the gene ontology (GO) category for negative regulation of apoptotic process, although this cluster did not reach significance (*p* = 0.061). Finally, increased expression was observed for genes linked to extracellular exosome and glucose transport.

**Fig. 3:**
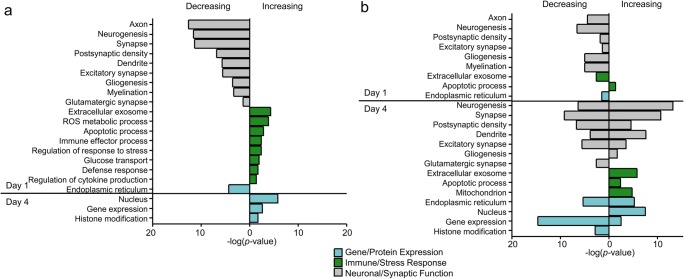
Selected gene ontology (GO) terms for genes that were differentially expressed following sepsis in young (**a**) and old (**b**) males. These clusters were separately generated for genes that were increased or decreased 1 or 4 days after sepsis compared to controls. GO terms were loosely grouped into three main categories: gene/protein expression (blue), immune/stress response (green), and neuronal/synaptic function (gray), and the bar represents the –log(*p* value)

A robust decrease was observed for genes related to neurogenesis and neuron projection (Fig. 3a; Table S2). Several of the subcategories for the biological process neuron projection were significant (*p* < 0.05), including axon, dendrite, and dendritic spine. In addition, the cellular component synapse was significantly downregulated, including the subcategories postsynaptic density, excitatory synapse, glutamatergic synapse, and *N*-methyl-d-aspartate (NMDA) selective glutamate receptor complex. Further, a significant downregulation was observed for biological processes related to synaptic function, such as synapse organization and synaptic signaling. Other biological processes related to glia were downregulated, including gliogenesis and myelination. 

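The 13 synaptic genes of Fig. 8 had a median log2 fold change of -0.26 in young males on day 1, with 4 genes higher and 5 called. The camera test gave an adjusted p of 0.00243, which does not hold under fry (adjusted p = 0.0682) or with an estimated correlation (0.249). When adjusted over the list alone, 7 genes passed, and over all genes tested 3. In the other groups on day 1 the medians were -0.035 in old males, -0.049 in young females and -0.13 in old females, with adjusted p of 0.607, 0.590 and 0.445. Called genes numbered 2, 1 and 7.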

Finally, there was a decrease in genes related to the endoplasmic reticulum.

Differential expression analysis comparing controls and 4 days after sepsis indicated fewer DEGs compared to day 1, with increased expression of 386 genes and decreased expression of 268 genes (Fig. 2). It is interesting to note that enrichment analysis indicated no significant clusters for genes that were downregulated 4 days after sepsis. 

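The young male group on day 4 includes the library labelled young male day 4 replicate 3, which has female levels of Xist and of the Y-linked genes. Sgk1 rose from 52.2 ± 9.95 to 107 ± 29.8 CPM (SD, n = 4), a log2 fold change of 1.01 with an adjusted p of 0.190 from limma. Chrd rose by 0.60 (adjusted p = 0.256) and was no longer called at 0.50 without young male day 4 replicate 4, or after correction for GC content, at 0.45. The hemoglobin genes, uncertain for their shared sequence, had log2 fold changes of -1.79 (Hbb-bs, adjusted p = 0.235) and -1.66 (Hba-a2, adjusted p = 0.235). The change followed the GC content of genes, with a correlation across genes of 0.504 (Spearman, genes not being independent replicates). After correction of each library for GC content 262 genes were called, 135 higher and 127 lower. The interaction of sex and sepsis in young mice on day 4 was called for 103 genes (51 higher and 52 lower in females) and for 0 at the adjusted p of limma. There were 636 at an unadjusted p of 0.05, 140 by the unmoderated F test and 197 in the fit of all 12 groups. Scaling by the median of ratios gave 27 higher and 70 lower, and the count became 64 without young male control replicate 2, 65 without young male control replicate 4, 67 without young male day 4 replicate 4, 222 without young female control replicate 2, 67 without young female day 4 replicate 1, 194 without young female day 4 replicate 3 and 60 without young female day 4 replicate 4.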

Clustering analysis for genes that increased expression indicated an enrichment for the regulation of transcription, including the nucleus, gene expression, and histone modification (Fig. 3a; Table S2).

Next, the long-term effects of sepsis were examined by comparing genes that were differentially expressed in the same direction 1 and 4 days after sepsis. Very few genes maintained a similar direction of change over the 4 days in young males. A total of 74 genes maintained increased expression and 39 genes continued to exhibit reduced expression (Fig. 4a; Table S2). 

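Genes called in the same direction on both days numbered 81 in young males, 47 higher and 34 lower, which is 8.62% of the day 1 calls. Both comparisons share the control libraries, and 8.21% of the calls were shared in the same direction when 100 draws were simulated with no effect of sepsis. The count of 81 was above the 95th percentile of the simulated counts, 27.4, and below their largest, 83. As the draws hold no day 1 response, neither share nor count tells what shared controls give beside one. Fitting all 12 groups together gave 83 higher and 42 lower genes, the unmoderated F test 35 in all and a mean of at least 50 CPM 26. The count became 42 without young male control replicate 2, 47 without young male day 4 replicate 2, 140 without the library labelled young male day 4 replicate 3 and 53 without young male day 4 replicate 4.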

There were no significant clusters for downregulated genes. Upregulated genes were linked to negative regulation of immune system process and apoptotic process, including 12 genes for the negative regulation of apoptotic process, suggesting that these genes were related to recovery from sepsis.

**Fig. 4:**
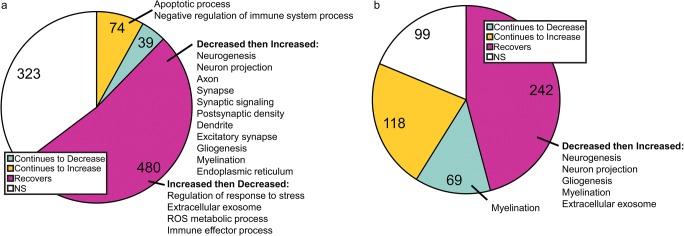
Prolonged dysregulation or recovery of genes that were altered after sepsis in young (**a**) and old (**b**) males. Pie charts illustrate the proportion of genes that either continued to increase (yellow) or decrease (teal) expression across both days compared to controls, genes that recovered expression (pink), and genes that did not exhibit continued dysregulation or recovery across conditions (white; NS = not significant). Recovery was grouped by the direction of change at 1 and 4 days after sepsis. Also, significant clusters associated with each category are listed to the right

In addition, we addressed recovery of gene expression that occurred 4 days after sepsis. 

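Compared with day 1, young males on day 4 had 941 genes higher and 737 lower, 1232 at the adjusted p. Of the genes higher on day 1, 193 were called lower on day 4 against day 1. After correction for GC content, day 4 against day 1 gave 362 genes higher and 385 lower in young males, 126 at the adjusted p.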

There were 186 genes that were upregulated on day 1 relative to control and then downregulated on day 4 relative to day 1 (Fig. 4a; Table S2). Functional annotation clustering indicated that these genes were related to regulation of the response to stress, extracellular exosome, reactive oxygen species metabolic process, immune effector process, defense response, and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway for the complement and coagulation cascade. A total of 294 genes were initially decreased on day 1 and then increased expression on day 4 relative to day 1 (Fig. 4a; Table S2). 

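Genes called lower on day 1 in young males and higher on day 4 against day 1 numbered 274. Together with the genes that went the other way, 49.7% of the day 1 calls turned back. Simulated draws with no effect on either day, in which the day 1 libraries are likewise shared, gave 13.3%. These draws hold no day 1 response, so their share does not tell what shared libraries give beside one. Correction for GC content gave 156 genes that rose and fell and 143 that fell and rose. A mean of at least 50 CPM moved the total most, to 214, and single libraries moved it to 298 without young male control replicate 2 and 273 without young male day 1 replicate 4.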

Clustering analysis indicated that these genes were related to neurogenesis, neuron projection, axon, synapse, synaptic signaling, postsynaptic density, dendrite, excitatory synapse, gliogenesis, myelination, and endoplasmic reticulum. Thus, 4 days after sepsis, many of the genes related to synaptic function and immune/stress response returned toward normal gene expression levels in young males.

#### Old Males

In contrast to young males, old males appeared to exhibit a delayed response, with most of the transcriptional changes occurring more than 1 day after sepsis. 

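In old males on day 1 Ptgds rose from 197 ± 94.5 to 797 ± 41.3 CPM (SD, n = 4), a log2 fold change of 2.11 (standard error 0.20, adjusted p = 1.41e-05 from limma). This was the largest increase among the genes with a mean of at least 50 CPM and no overlap of libraries. Car2 fell by 0.99 (adjusted p = 1.96e-05) on the same scale. The correlation of the changes with GC content across genes was -0.215, and 995 genes were called after correction of each library for GC content.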

Old males exhibited approximately half the number of DEGs 1 day after infection, compared to young males, with upregulation of 244 genes and downregulation of 311 genes (Fig. 2). Compared to the number of GO terms for young males, old males exhibited a weaker immune/stress response on day 1 with upregulation of genes linked to response to glucocorticoid and apoptotic process (Fig. 3b; Table S3). Similar to young males, genes that were downregulated in aged males were related to the endoplasmic reticulum and to neuronal/synaptic function, including axon, neurogenesis, dendritic spine, postsynaptic density, excitatory synapse, gliogenesis, myelination, and neuron projection. Finally, old males also exhibited decreased expression of genes for extracellular exosome, opposite of that observed in young males.

There were robust changes in the transcriptome 4 days following sepsis, revealing the delayed response in old males. A total of 2039 genes were upregulated and 2586 genes were downregulated relative to controls (Fig. 2). 

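The changes in old males on day 4 followed the GC content of genes. Over the 11591 tested genes with a GC content, its correlation with the log2 fold change was 0.825 (Spearman, across genes, which are not independent replicates). Of the 2898 genes with the highest GC content, 55.4% to 71.6%, 1703 were called higher and 12 lower. Of the 2898 with the lowest, 31.9% to 46.7%, 16 were called higher and 1862 lower. The slope of a library's log2 values on GC content, per 10 points of GC, was -0.242 ± 0.0150 in old male controls and 0.273 ± 0.140 on day 4 (SD, n = 4). The difference of 0.515 had an exact two-sided permutation p of 0.0286, the smallest that 4 mice against 4 allow. Day 4 against day 1 in both male groups, young males on day 4 against controls, and old against young male controls also reached this p, the last pair with differences of 0.165 and -0.174, among 14 comparisons of slopes. Subtracting each library's trend on GC content gave 1675 calls, 741 higher and 934 lower, 1255 at the adjusted p. Of the original calls, 1047 (21.5%) were among these in the same direction. Such a correction also removes any response to sepsis that follows GC content.
Among the calls with a mean of at least 50 CPM and no overlap of libraries between old male controls and day 4, Ttr, on chromosome 18 from 20665280 to 20674321, had the largest log2 fold change, 5.03 (standard error 1.01, adjusted p = 0.00187), from 10.3 ± 13.6 to 720.2 ± 1176 CPM (SD, n = 4). Its level went with markers of the choroid plexus over all 47 libraries. Gm26917 rose by 1.75 (adjusted p = 3.20e-04), and its identity as a single gene is uncertain. The largest decreases among the same genes were those of mt-Atp8, -1.42 (adjusted p = 2.48e-04), of whose exon bases 21.1% overlap mt-Atp6, and of Ide, -1.29 (adjusted p = 1.32e-06), on chromosome 19 from 37268743 to 37337852.

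**Figure D3:**
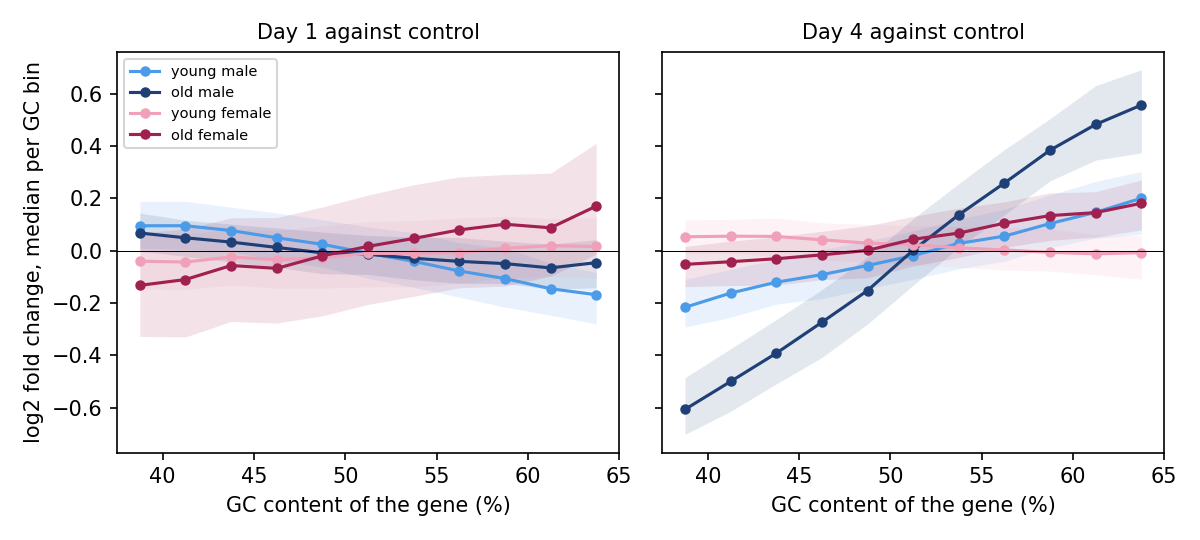
Median log2 fold change of genes in bins of GC content on day 1 and day 4 in the 4 groups, with a band from the lower to the upper quartile. In old males on day 4 the medians rise with GC content across the bins, and in young females on day 4 the correlation across genes was -0.144.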

Interestingly, several of the genes linked to glucocorticoid signaling (*Arl4d*, *Cdkn1a*, *Ddit4*, *Fkbp5*, *Gjb6*, *Il6ra*, *Klf15*, *Nfkbia*, *Rhob*, *Sdc4*, *Sgk1*, *Sult1a1*, *Tob2*, *Wipf3*) and apoptotic process were still upregulated 4 days post-sepsis (Fig. 3b; Table S3). 

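All 14 of these genes were called higher in old males on day 4, with log2 fold changes from 0.41 to 1.45 and a median of 0.77. Adjusted over the list alone 14 passed, and over all genes tested 14. Klf15, on chromosome 6 from 90462576 to 90475238, rose from 20.1 ± 2.79 to 34.7 ± 2.57 CPM (SD, n = 4; adjusted p = 2.67e-04 from limma). Sgk1 rose by 1.17 and Fkbp5 by 0.64 on the log2 scale. After correction for GC content Tob2 (0.096) and Wipf3 (0.25) were no longer called. Sult1a1 (0.73) lost its call at 0.59 without old male control replicate 1, 0.67 without old male control replicate 3, 0.71 without old male day 4 replicate 2, 0.55 without old male day 4 replicate 3 and 0.74 without old male day 4 replicate 8, and Wipf3 (0.41) at 0.40 without old male control replicate 1, 0.29 without old male control replicate 3 and 0.35 without old male day 4 replicate 2.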

Genes related to extracellular exosomes were also upregulated in old males 4 days after sepsis. This cluster was upregulated 1 day after sepsis in young males, consistent with a prolonged or delayed effect of sepsis in old males. Finally, genes linked to mitochondrion were also upregulated 4 days after sepsis, suggesting a possible shift in metabolism.

The observed shift in the old male transcriptomic expression on day 4 may reflect an alteration in the mechanisms that regulate transcription, as old males exhibit a significant upregulation of genes in the nucleus 4 days after sepsis (Fig. 3b; Table S3). Young males exhibited an increased expression of histone modification genes on day 4; however, old males exhibited downregulation of histone-related genes on day 4. This indicates that old males may have a unique transcriptomic response to sepsis relative to younger cohorts. Other clusters for gene regulation exhibited both an up- and downregulation, including gene expression and endoplasmic reticulum.

On day 4, a mixed response was evident in neuronal/glial clusters (Fig. 3b; Table S3). An upregulation and downregulation were observed for genes related to neurogenesis and neuron projection. Subcategories for neuron projection were also differentially expressed, including dendrite and dendritic spine. Furthermore, the cellular compartment synapse was both increased and decreased, including the subcategories postsynaptic density and excitatory synapse. The GO subcategories related to synaptic function, synapse organization, and synaptic signaling were enriched in both upregulated and downregulated genes. Finally, genes specific for the glutamatergic synapse were downregulated 4 days after sepsis. 

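Of the 13 synaptic genes of Fig. 8, 2 were called lower in old males on day 4. These were Grin2a, on chromosome 16 from 9567898 to 9995560, with a log2 fold change of -0.41 (standard error 0.11, adjusted p = 0.00758), and Homer1, on chromosome 13 from 93299635 to 93405129, with -0.44 (standard error 0.12, adjusted p = 0.00924). Grin2a is uncertain, since 14.2% of its 50-base stretches are shared with Gm7328. Dlg2 (-0.23, adjusted p = 0.0288) and Neto1 (-0.48, adjusted p = 0.0259) were lower without passing the unadjusted threshold of 0.01. Called higher were 7: Camk2b, Dlg4, Homer3, Dlgap3, Cacng8, Grik5 and Shank1, with changes of 0.43, 0.41, 0.50, 0.97, 0.46, 0.65 and 0.87. Homer3 is uncertain, as 25.4% of its exon bases overlap Ddx49 on the opposite strand. The lower genes had a GC content of 43.5% and 52.5%, and the higher genes of 56.0% to 63.2%. After correction for GC content 1 gene was called lower (Grin2a, -0.50) and 4 higher (Dlgap3, Grik5, Shank1 and Gap43, the last of which was not called before). The median of the list was 0.41, with a camera adjusted p of 0.0414 that holds under fry but not with an estimated correlation (0.186). With p adjusted over the list alone, 11 genes passed in either direction, and over all genes tested 11.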

While young males exhibit a marked recovery of synaptic function genes 4 days after sepsis, old males continued to exhibit downregulation of genes related to neuronal/synaptic function.

Finally, we evaluated whether genes continued to display dysregulation across both days or if genes exhibited a recovery of expression. A total of 118 genes increased and 69 decreased expression on day 1 and day 4. 

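Genes called in the same direction on both days numbered 322 in old males, 195 higher and 127 lower, which is 32.5% of the day 1 calls. The simulated draws, whose control libraries are shared in the same way, gave 8.21%. They hold no response on either day, so this share does not tell what shared controls give beside one. In old males 41.7% of the genes tested were called on day 4, so many shared calls arise without a link between the days. A mean of at least 50 CPM gave 113 genes and the fit of all 12 groups 205. With each library left out in turn the count stayed between 226 and 328.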

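In old males on day 4 the 7 myelination genes had a median log2 fold change of -0.066 and a mean of -0.23. Of the list 3 were called, all lower, among them Ugt8a (-0.84) and Lpar1 (-0.44), with adjusted p of 0.00124 and 0.00269. When adjusted over the list alone, 4 passed in either direction, and 4 over all genes tested. The camera test gave an adjusted p of 0.318, fry 0.0407 and camera with an estimated correlation 0.560. On day 4 the medians in young males, young females and old females were -0.23, -0.25 and -0.29. After correction for GC content the old male median was -0.28 and past the camera threshold.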

Functional enrichment analysis indicated that genes related to myelination continued to exhibit decreased expression 4 days after sepsis (Fig. 4b; Table S3). 

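Fcgr3, Jak3, Il6ra, Il4ra, Sh2b2, Stat3 and C1qa were all called higher in old males on day 1 and on day 4. Their log2 fold changes ranged from 0.23 to 1.10 on day 1 and from 0.37 to 1.04 on day 4. Adjusted over the list alone and over all genes tested, 7 of 7 passed on each day. Fcgr3 is uncertain, with 12.8% of its 50-base stretches shared with Fcgr2b. C1qa, on chromosome 4 from 136895917 to 136898803, went from 31.9 ± 4.68 CPM in old male controls (SD, n = 4) to 44.9 ± 4.61 on day 1 and 66.6 ± 6.13 on day 4 (SD, n = 4), with log2 fold changes of 0.48 and 1.04 (adjusted p = 0.00765 and 1.05e-04 from limma). Jak3, on chromosome 8 from 71676296 to 71690575, rose by 0.64 and 0.87 on the 2 days, and Stat3, on chromosome 11 from 100885098 to 100939540, by 0.23 and 0.37. After correction for GC content Sh2b2 was no longer called on day 4 (0.064 against 0.51).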

There were no significant clusters for upregulated genes; however, several genes linked to the immune response (*Fcgr3*, *Jak3*, *Il6ra*, *Il4ra*, *Sh2b2*, *Stat3*, *C1qa*) continued to be elevated. For the 96 genes that exhibited an initial increase and then subsequently decreased expression by day 4 relative to day 1, there were no significant clusters. 

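Old males on day 4 had 2685 genes higher and 2689 lower than on day 1, 6405 at the adjusted p. Of the day 1 calls, 187 rose and then fell, 302 fell and then rose, and 49.3% in all turned back. Simulated draws that share the day 1 libraries and have no effect gave 13.3%. They hold no response, so they do not tell what shared libraries give beside one. The old males of day 4 were survivors, so the comparison with day 1 may also hold the effect of survival. A mean of at least 50 CPM gave 189 and the fit of all 12 groups 280. No single library moved the total by more than 1.5 times (range 334 to 521). After correction for GC content, day 4 against day 1 gave 950 genes higher and 1084 lower in old males, 1833 at the adjusted p. The genes that turned back then numbered 348.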

A total of 173 genes were downregulated 1 day after sepsis but then increased expression on day 4 relative to day 1 (Fig. 4b; Table S3). Clustering analysis indicated that these genes were linked to neurogenesis, neuron projection, gliogenesis, myelination, and extracellular exosome. Thus, while some recovery was noted for genes related to neuronal/synaptic function in old animals, several neuronal/synaptic clusters were still significantly downregulated and stress/immune response genes were upregulated 4 days after sepsis.

#### Young Females

One day after sepsis, 524 genes were upregulated and 555 genes were downregulated in the hippocampus of young female mice (Fig. 2). 

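Apod rose from 134 ± 53.3 to 408 ± 58.3 CPM in young females on day 1 (SD, n = 4), a log2 fold change of 1.67 with an adjusted p of 0.00878 from limma. Hba-a2 (-1.30, adjusted p = 0.0938) and Pltp (-1.11, adjusted p = 0.0250) had the largest decreases among genes with a mean of at least 50 CPM and no overlap of libraries. Hba-a2 is uncertain for its shared sequence, and 19.3% of the exon bases of Pltp overlap Ctsa. Correction for GC content gave 589 calls, of which 508 were among the original calls in the same direction.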

The gene clusters that were modified in young females were similar to those observed in young males, but overall, fewer clusters were observed. Young female mice exhibited increased expression of genes related to stress, including regulation of immune system process and regulation of cytokine production (Fig. 5a; Table S4). Genes linked to oxidation-reduction process were downregulated, while genes related to extracellular exosome were both increased and decreased. Similar to young males, young females increased expression of glucose transport genes. In addition, there was a downregulation of genes related to mitochondrion, indicating a possible alteration of energy metabolism. Unexpectedly, genes related to postsynaptic density were upregulated. However, many other genes related to neuronal and glial function were downregulated, including axon, neurogenesis, gliogenesis, myelination, and neuron projection. Finally, genes related to endoplasmic reticulum were downregulated, similar to that observed in males of both ages. Unlike the males, young females increased expression of genes related to nucleus 1 day after sepsis. This was upregulated in the young males only 4 days after sepsis, suggesting a possible quicker recovery from sepsis in young females.

**Fig. 5:**
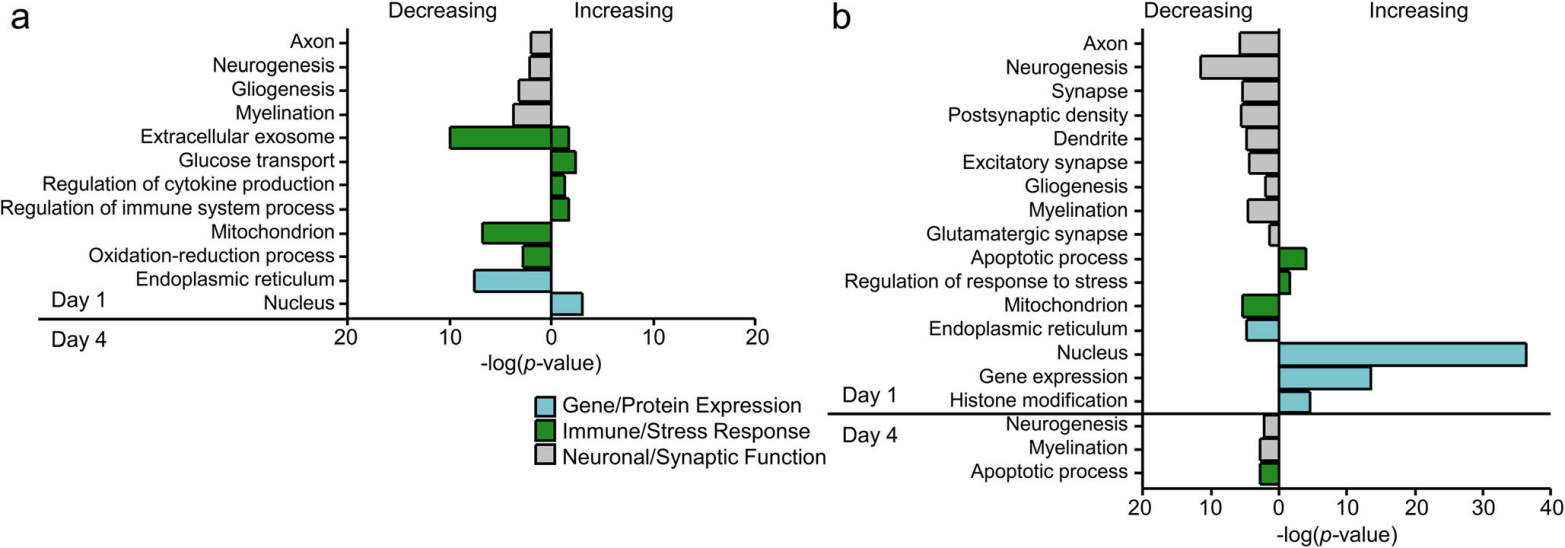
Selected GO terms for genes that were differentially expressed following sepsis in young (**a**) and old females (**b**). Genes that were differentially expressed 1 or 4 days after sepsis were separated into increasing and decreasing. GO terms were loosely grouped into three main categories: gene/protein expression (blue), immune/stress response (green), and neuronal/synaptic function (gray), and the bar represents the –log(*p* value)

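In young females on day 4 the largest increases at a mean of at least 50 CPM with no overlap of libraries were those of Pdzd2 (0.74, adjusted p = 0.673) and Fam107a (0.63, adjusted p = 0.251), and the largest decreases those of Bcas1 (-0.65, adjusted p = 0.648) and Nos1 (-0.56, adjusted p = 0.498). Bcas1 is uncertain, with 11.7% of its exon bases in another gene. None of the 4 passed over all genes tested. The interaction of age and sepsis in females on day 4 was called for 43 genes and for 0 at the adjusted p of limma, with 377 at an unadjusted p of 0.05. The unmoderated F test called 60 and the fit of all 12 groups 77. This interaction count became 145 without young female control replicate 1, 91 without young female control replicate 3, 80 without young female day 4 replicate 3 and 22 without old female day 4 replicate 4.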

Relative to the control condition, young females on day 4 exhibited an increased expression of 75 genes and decreased expression of 165 genes (Fig. 2), which is a fewer number of DEGs relative to day 1. No significant clusters were observed for genes that were upregulated post-sepsis. For genes that were downregulated, significant clusters were observed for response to lipid and response to chemical stimulus. The low number of DEGs is consistent with the idea that young females exhibit considerable recovery 4 days after sepsis.

Next, we again assessed continued dysregulation or recovery for genes 4 days after sepsis. Young females displayed very few genes that maintained a similar direction of change over the 4 days. 

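Genes called in the same direction on both days came to 69 in young females, 43 higher and 26 lower, which is 12.4% of the day 1 calls. Simulated draws with no effect of sepsis and the same sharing of control libraries gave 8.21%. They hold no day 1 response, so this share does not tell what shared controls give beside one. The fit of all 12 groups gave 86 higher and 48 lower. Single libraries moved the count to 112 without young female control replicate 2 and 44 without young female day 4 replicate 3.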

Only 84 genes maintained increased expression and 48 genes that continued to exhibit reduced expression (Fig. 6a; Table S4). There were no significant clusters for genes that continued to be upregulated or downregulated. For genes that recovered over 4 days, a total of 261 genes were downregulated on day 1 and upregulated on day 4 relative to day 1 (Fig. 6a; Table S4). Functional annotation clustering analysis indicated that these genes were related to myelination, gliogenesis, extracellular exosome, oxidation-reduction process, mitochondrion, and endoplasmic reticulum. 

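Young females on day 4 had 527 genes higher and 327 lower than on day 1, 247 at the adjusted p. Genes that rose on day 1 and then fell numbered 152, and genes that fell and then rose 140, together 52.5% of the day 1 calls. Simulated draws with no effect gave 13.3%, which does not tell what shared day 1 libraries give beside a response. The fit of all 12 groups gave 197 and 260, and no library left out moved the total by more than 1.5 times.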

There were 179 genes that initially increased and subsequently recovered by day 4 (Fig. 6a; Table S4). Enrichment analysis revealed these genes were related to glucose transport, cell surface receptor signaling pathways, and response to chemical stimulus.

**Fig. 6:**
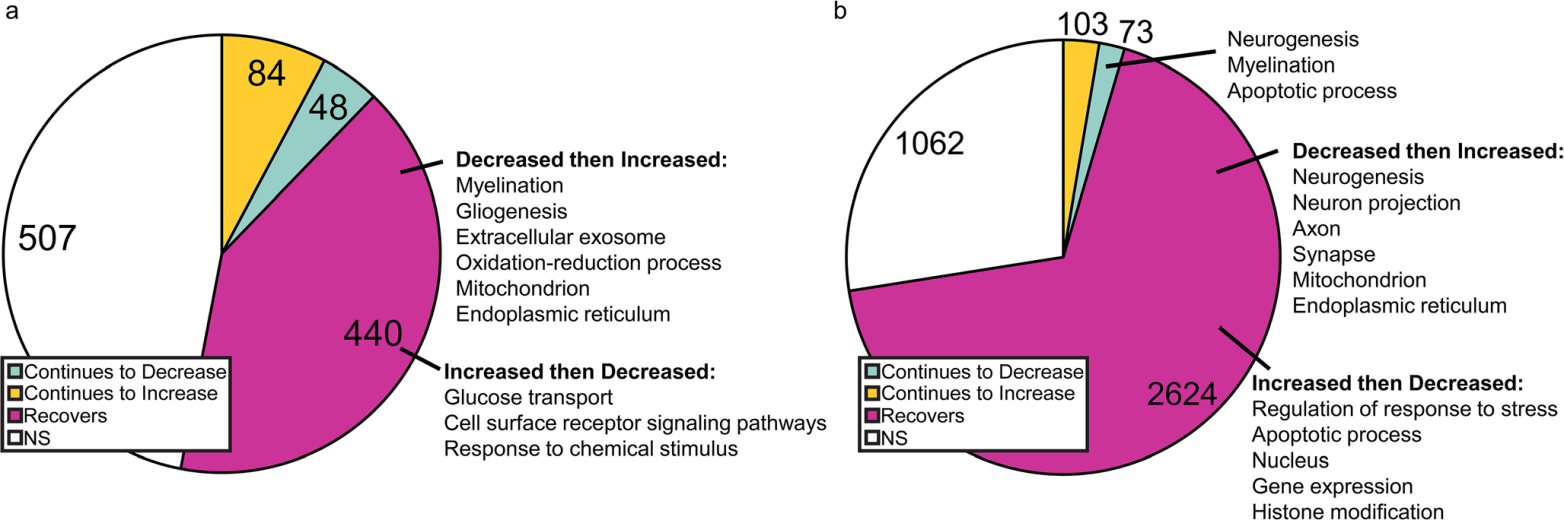
Continued dysregulation or recovery of genes that were altered after sepsis in young (**a**) and old (**b**) females. Pie charts illustrate the proportion of genes that either continued to increase (yellow) or decrease (teal) expression across both days compared to controls, genes that recovered expression (pink), and genes that did not exhibit continued dysregulation or recovery across conditions (white; NS = not significant). Recovery was grouped by the direction of change at 1 and 4 days after sepsis. Also, significant clusters associated with each category are listed to the right

Overall, young females exhibited a fewer number of clusters altered at either time point after sepsis compared to other groups. However, the altered clusters were similar to those modified in young males with increasing stress/immune response and decreasing neuronal/glial genes. Neuronal/glial genes that were downregulated in young females recovered 4 days after sepsis, similar to young males. Interestingly, absent from the downregulated genes in young females were clusters related specifically to synaptic function, including synapse, synaptic signaling, and synapse organization.

#### Old Females

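In old females on day 1 correction for GC content gave 3639 calls, 4177 at the adjusted p, and 93.1% of the original calls were among them in the same direction. The interaction of sex and sepsis in old mice on day 1 was called for 1923 genes, 1708 at the adjusted p, with 968 higher and 955 lower changes in females. Among the alternatives, a mean of at least 50 CPM moved this interaction most, to 571. Leaving out single libraries kept the interaction between 1529 and 2194 genes and the old female calls between 2341 and 2997.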

One day after sepsis, old females exhibited the largest change in the hippocampal transcriptome with 1859 genes increasing and 2003 genes decreasing compared to controls (Fig. 2). Similar to the young males, old females exhibited an increased expression of genes related to regulation of response to stress (Fig. 5b; Table S5). Moreover, apoptotic process genes were upregulated, similar to that observed in young and old males. However, 52 genes related to the positive regulation of the apoptotic process were downregulated after sepsis, but this cluster did not reach significance. In addition, there was a significant upregulation for genes that regulate gene/protein expression, which included the GO terms nucleus, gene expression, and histone modification. Similar to other groups, genes that were downregulated 1 day after sepsis were related to neuronal/synaptic function, including axon, neurogenesis, synapse, postsynaptic density, dendrite, excitatory synapse, gliogenesis, myelination, glutamatergic synapse, neuron projection, synapse organization, and synaptic signaling. Similar to the other three groups, old females exhibited downregulated expression of genes related to endoplasmic reticulum. Finally, genes related to mitochondrion were observed to be downregulated, suggesting metabolic dysfunction, which was similar to that observed in young females.

Very few genes were differentially expressed 4 days after sepsis in old female mice. Only 194 genes were upregulated and no clusters were observed when functional annotation clustering analysis was performed (Fig. 2). 

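Among the old female calls on day 4, Pcdhgc4 rose from 25.1 ± 7.67 (SD, n = 4) to 70.7 ± 20.5 CPM (SD, n = 3), a log2 fold change of 1.46 with an adjusted p of 0.0405 from limma. It is uncertain, because 37.9% of its exon bases overlap other Pcdhg genes. Sgk1 rose by 1.11 (adjusted p = 0.0419), while C4b fell by 0.76 (adjusted p = 0.0550) and Hipk2 by 0.61 (adjusted p = 0.0437). C4b is uncertain, with 35.2% of its 50-base stretches shared with C4a. Correction for GC content gave 757 calls.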

For the 129 genes that were downregulated, clustering analysis was observed for neurogenesis and myelination, indicating a prolonged downregulation of some neuronal/glial genes (Fig. 5b; Table S5). In addition, genes related to apoptotic process were downregulated 4 days after sepsis. This included downregulation of genes in the subcategory positive regulation of apoptotic process, suggesting recovery of apoptotic genes 4 days after sepsis.

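In old females on day 4 the myelination genes of Table S1 called lower were Ugt8a (-0.64), Pllp (-0.46, uncertain for its overlap) and Lpar1 (-0.42). With p adjusted over the list alone, 4 passed and over all genes tested 2. The camera test gave an adjusted p of 7.59e-08 and fry 0.00775, while camera with an estimated correlation gave 0.0627. The neurogenesis genes of Table S1 had medians on day 4 of -0.23 in young males, -0.10 in old males, -0.23 in young females and -0.27 in old females, with camera adjusted p of 1.19e-05, 0.105, 1.69e-17 and 4.08e-13.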

The prolonged downregulation of neuronal/glial genes was confirmed through analysis of genes that sustained a similar change from 1 day to day 4 after sepsis. 

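In old females 130 genes were called higher and 133 lower on both days, 8.43% of the day 1 calls, against 11.6% in simulated draws with group sizes of 4, 4 and 3. The largest simulated count was 113, below the 263 found. The draws hold no day 1 response, so neither share nor count tells what shared controls give beside one. The count became 130 without old female control replicate 1, 129 without old female day 4 replicate 4 and 153 without old female day 4 replicate 7, and 65 with a replicate term in the fit.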

For the 73 genes that were downregulated on day 1 and day 4, functional enrichment analysis indicated clusters related to neurogenesis and myelination (Fig. 6b; Table S5). In addition, genes related to apoptotic process were downregulated across both days, along with the subcategory positive regulation of apoptotic process. There were 100 genes that were upregulated on day 1 and day 4; however, these genes did not exhibit significant clusters (Fig. 6b; Table S5).

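Old females on day 4 had 1573 genes higher and 1113 lower than on day 1, 2843 at the adjusted p. Genes called lower on day 1 and then higher on day 4 against day 1 numbered 1177, and a mean of at least 50 CPM moved this count most, to 339.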

For genes that exhibited recovery, 1484 genes decreased on day 1 and increased on day 4 compared to day 1 (Fig. 6b; Table S5). Functional annotation clustering analysis indicated that these genes were related to synaptic function, including neurogenesis, neuron projection, axon, and synapse. Furthermore, other clusters including mitochondrion and endoplasmic reticulum recovered normal expression levels. A total of 1106 genes initially increased transcription on day 1 and then were downregulated on day 4 compared to day 1 (Fig. 6b; Table S5). 

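The genes that went the other way numbered 888, and 66.2% of all day 1 calls turned back in old females. Simulated draws with no effect on either day gave 10.8%, which does not tell what shared day 1 libraries give beside a response. The old females of day 4 were survivors, so the comparison with day 1 may also hold the effect of survival. Leaving out each library in turn gave totals from 1533 to 2051.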

Clustering analysis indicated that these genes were related to stress response, including the GO terms for the regulation of response to stress and apoptotic process. In addition, recovery was observed for genes that regulate protein expression, including the GO terms nucleus, gene expression, and histone modification. These results indicate that old females are highly responsive to sepsis and exhibit considerable recovery over 4 days. However, genes related to neurogenesis and myelination were still downregulated 4 days after sepsis, indicating a prolonged response or delayed recovery.

### The Influence of the Aging Transcriptome on the Response to Sepsis

Many studies have highlighted that the aging hippocampal transcriptome is associated with decreased expression of synaptic genes and increased expression of immune responsive genes [35, 42, 43, 45, 46]. We assessed if the baseline changes in gene expression that occur with age influence the response to sepsis. This was examined by identifying genes that were differentially expressed between young and old controls and then determining if these genes were altered following sepsis. 

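Between old and young male controls, limma called 978 genes, 389 higher and 589 lower in old mice, with 73 at the adjusted p. Between old and young female controls it called 167, 104 higher and 63 lower, with 15 at the adjusted p. Fitting all 12 groups together raised the female count most, to 344 higher and 378 lower genes, and a mean of at least 50 CPM lowered it most, to 28. The changes with age followed GC content, with correlations across genes of -0.572 in males and -0.611 in females (Spearman, genes not being independent replicates). Correction for GC content gave 452 male calls (213 higher and 239 lower), among them 303 (31.0%) of the original calls in the same direction. It gave 116 higher and 43 lower female calls, among them 108 (64.7%) of the original calls. The male count became 538 without young male control replicate 2 and 588 without old male control replicate 1, and the female count 74 without old female control replicate 1, 80 without old female control replicate 2 and 258 without old female control replicate 4. Among the calls with a mean of at least 50 CPM and no overlap of libraries, in males Neat1 rose by 1.48 on the log2 scale (adjusted p = 0.0414), and Igf2 (-1.66, adjusted p = 0.0753) and Hba-a2 (-1.31, adjusted p = 0.0729) had the largest decreases. Igf2 is uncertain, with 76.0% of its 50-base stretches shared with Gm49394, as is Hba-a2. In females, under the same limits, Neat1 rose by 1.06 (adjusted p = 0.626), and Ide (-0.85, adjusted p = 0.0201) and Nnat (-0.72, adjusted p = 0.462) fell most. Neat1 in females was no longer called at 1.02 without young female control replicate 4, 1.06 without old female control replicate 1, 1.08 without old female control replicate 2 and 0.99 without old female control replicate 4.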

In general, the number of age-related DEGs that were upregulated (male 279; female 309) and downregulated genes (male 444; female 355) was similar in males and females (Fig. 7a). Furthermore, both males and females exhibited enrichment for some of the same GO terms. Similar to previous studies, genes related to neuronal and synaptic genes were downregulated with age. For males, genes that were downregulated with age were enriched for neurogenesis, synapse, postsynaptic density, excitatory synapse, and dendrite (Fig. 7b). Similar to males, aged females exhibit decreased expression of genes related to neurogenesis and synapse. In addition, old females exhibited downregulation of genes related to the endoplasmic reticulum (Fig. 7b).

**Fig. 7:**
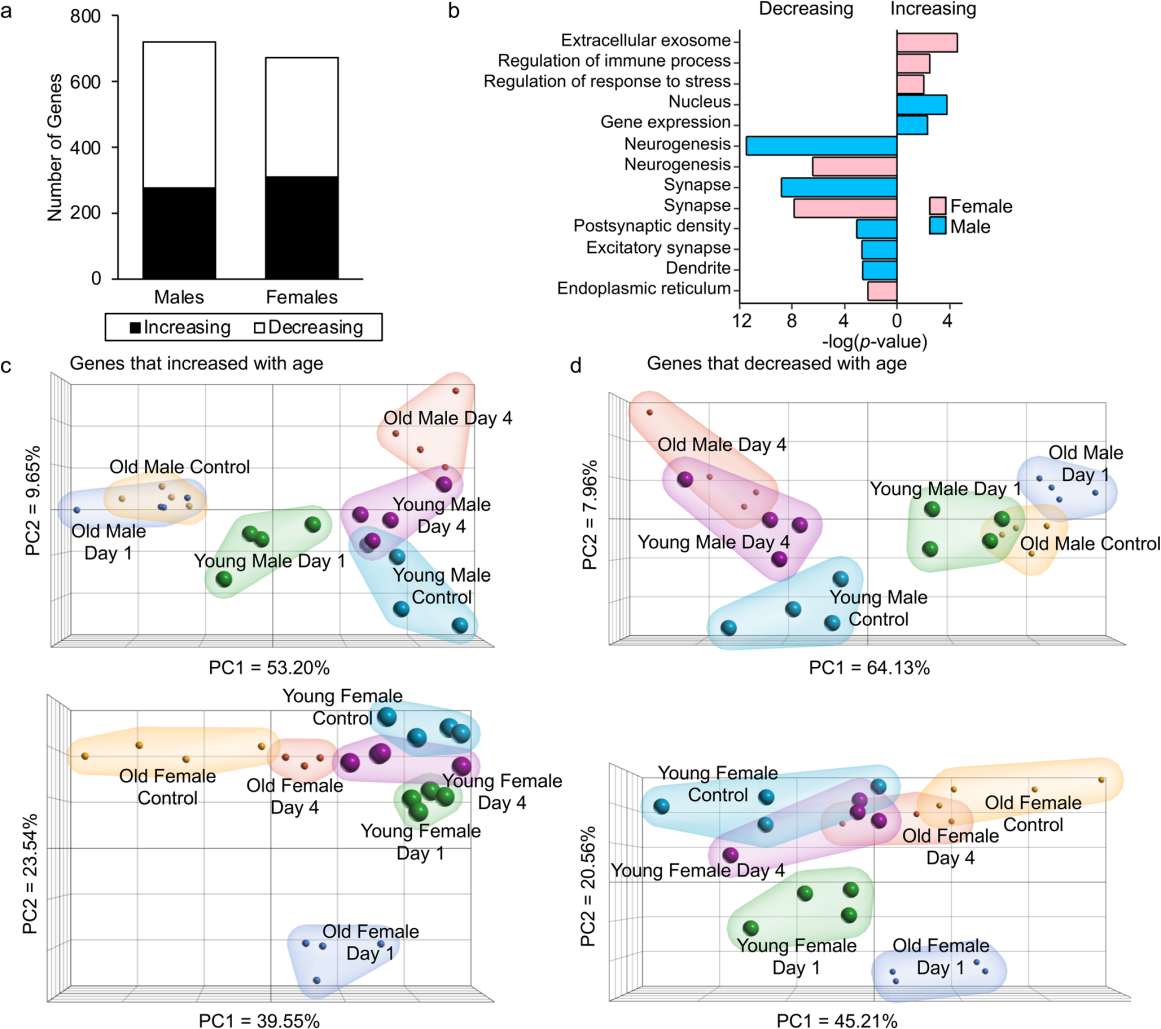
Age-related changes in baseline gene expression and the response to sepsis. **a** The number of DEGs between young and aged control animals separated based on the direction of change and sex. **b** List of selected GO terms that were upregulated or downregulated with age separated based on sex (blue = male; pink = female). The bar represents the –log(*p* value). PCA analysis of the genes that increased (**c**) and decreased (**d**) with age in males (top) and females (bottom)

For females, the increased expression of stress- and immune-linked genes was more evident than in males which included genes linked to extracellular exosome, regulation of immune system process, regulation of response to stress, phagocytosis, and lysosome (Fig. 7b). 

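Ctss, Trem2, C4b and C3 were called higher in old than in young controls of both sexes. C4b, on chromosome 17 from 34728380 to 34743882 and uncertain because of the sequence it shares with C4a, went from 46.8 ± 6.13 to 169 ± 7.82 CPM in males and from 62.0 ± 20.0 to 291 ± 43.1 in females (SD, n = 4 each). Its log2 fold changes were 1.84 (adjusted p = 1.56e-06) and 2.26 (adjusted p = 4.45e-04 from limma). C3 rose by 1.32 in males (adjusted p = 0.00464) and 1.90 in females (adjusted p = 0.0320), from a mean of 2.17 CPM in young male controls. Ctss rose by 0.59 in males (adjusted p = 0.0418) and 0.93 in females (adjusted p = 0.0631). Trem2 rose by 0.39 in males (adjusted p = 0.0996) and 0.81 in females (adjusted p = 0.0610). When adjusted over the list alone, 4 of 4 passed in each sex, and over all genes tested 3 in males and 2 in females. Trem2 in males was no longer called at 0.33 without young male control replicate 1, 0.36 without young male control replicate 3, 0.32 without old male control replicate 1 and 0.41 without old male control replicate 4.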

While clusters related to stress/immune response did not exhibit a significant age difference in males, old males did upregulate several immune genes, including *Ctss*, *Trem2*, *C4b*, and *C3*, which were similarly upregulated in old females. In addition, old females also exhibited an increased expression of several other complement component genes (*C1qa*, *C1qb*, *C1qc*). 

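In females C1qa rose with age by 0.74 (standard error 0.21, adjusted p = 0.608), C1qb by 0.71 (0.19, adjusted p = 0.549) and C1qc by 0.68 (0.20, adjusted p = 0.626) on the log2 scale, by limma. All 3 were called, 3 passed adjusted over the list alone, and 0 over all genes tested. The young and old control libraries overlapped for each of them. The 3 genes lie side by side on chromosome 4 (C1qb from 136880129 to 136886187 and C1qc from 136889804 to 136893065). C1qa lost its call at 0.63 without young female control replicate 1, 0.67 without young female control replicate 3, 0.69 without young female control replicate 4, 0.73 without old female control replicate 2 and 0.65 without old female control replicate 3, and C1qc at 0.57 without young female control replicate 1, 0.60 without young female control replicate 3, 0.67 without young female control replicate 4, 0.70 without old female control replicate 2 and 0.55 without old female control replicate 3.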

Finally, enrichment analysis of upregulated genes indicated that males increased expression of genes related to the regulation of transcription, including nucleus and gene expression (Fig. 7b).

Principal component analyses (PCA) were performed on genes that were upregulated (Fig. 7c) and downregulated (Fig. 7d) with age to visualize how these genes are modified after sepsis. In general, old male mice were unresponsive 1 day after sepsis, revealing a little effect of sepsis on genes that were upregulated or downregulated with age. 

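Principal components were computed over the 24 libraries labelled male on the 389 genes called higher and, separately, the 589 called lower with age, centred and scaled per gene. The first component held 54.8% and 61.7% of the variance. On the genes higher with age, old males had scores on it of 16.0 ± 2.29, 16.8 ± 5.05 and -17.9 ± 6.46 in controls, on day 1 and on day 4 (SD, n = 4). On the genes lower with age their scores were 19.4 ± 2.75, 23.7 ± 3.88 and -23.1 ± 6.23 in the same order. The genes were chosen by a contrast of plotted groups, which places young and old controls apart. Centring without scaling lowered the share of the first component to 45.5% and 48.9%.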

The unresponsiveness of old males on day 1 could be related to a basal increase in neuroinflammation and decrease in synapse genes with age. As such, gene expression of young males 1 day after sepsis was shifted toward that of old males (Fig. 7c, d). This included increased expression of several genes related to immune function, *Ctss*, *Trem2*, *C4b*, and *C3* (Fig. 8). 

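Young males had scores of -9.83 ± 3.95, 5.47 ± 5.25 and -10.6 ± 7.15 in controls, on day 1 and on day 4 on the genes higher with age, and of -11.6 ± 5.55, 8.63 ± 5.15 and -17.0 ± 6.66 on the genes lower with age (SD, n = 4). The day 4 group includes the library labelled young male day 4 replicate 3. Mean GC slopes were -0.0684, -0.176 and 0.0965 log2 per 10 points of GC in young male controls, on day 1 and on day 4. The shift on day 1 may likewise follow GC content in part.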

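In young males on day 1 C3 rose from 2.17 ± 0.542 to 7.01 ± 2.60 CPM (SD, n = 4), a log2 fold change of 1.30 (adjusted p = 0.00902 from limma). C4b, uncertain for the sequence it shares with C4a, rose by 0.94 (adjusted p = 0.00145) and Ctss, on chromosome 3 from 95526786 to 95556403, by 0.39 (adjusted p = 0.0945). Trem2, on chromosome 17 from 48346401 to 48354147, fell by 0.52, from 8.29 ± 1.24 to 5.47 ± 0.715 (adjusted p = 0.0541), and all 4 day 1 libraries were below all 4 controls. Adjusted over the list alone all 4 passed, and over all genes tested 2. Ctss was no longer called after correction for GC content (0.32) or at 0.29 without young male control replicate 1, 0.39 without young male control replicate 3, 0.37 without young male control replicate 4, 0.40 without young male day 1 replicate 1, 0.39 without young male day 1 replicate 2 and 0.34 without young male day 1 replicate 3. Of the 15 immune genes of Fig. 8, 14 were called higher and 1 lower in young males on day 1, and 2 and 0 on day 4. Their median log2 fold changes were 0.63 and 0.25.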

Finally, 4 days after sepsis, gene expression of young and old males was shifted toward that of young controls, suggesting recovery in the young and a resetting of some aspects of the aging transcriptome for older males. 

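Of the 589 genes called lower with age in males, 454 (77.1%) were called higher in old males on day 4 against old male controls. Both comparisons use the old male controls. In 100 simulated draws with no effect of age or sepsis the share was 10.9% over all draws, 34.3% at the 95th percentile and 62.5% at most. After correction of each library for GC content 73 of 239 genes (30.5%) met both conditions, the alternative that moved the number most. In the simulated draws the corrected share was 47.8% at the 95th percentile, and 13 of 100 draws had a share at least as large. The number became 227 without young male control replicate 2, 278 without old male control replicate 1 and 274 without old male control replicate 2. Across genes the changes with age and on day 4 in old males had a correlation of -0.592, and of -0.391 after the correction, with genes not being independent replicates. The shared old male controls alone gave correlations of -0.865 to -0.00753 in the simulated draws (median -0.560), and of -0.815 to 0.110 after correction (median -0.541), so both lie within what no effect gives. From the shift of these genes toward young controls the paper proposes a resetting of part of the aging transcriptome.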

Out of the 444 genes that were downregulated with age, 333 genes were upregulated 4 days after sepsis in old males. Functional enrichment analysis indicated that these genes were related to synapse, dendrite, postsynaptic density, and excitatory synapse (Fig. 8). This resetting of synaptic genes that are downregulated with age contributes to the observation that genes within some neuronal/synaptic categories exhibited up- and downregulation on day 4 in old males (Fig. 3b). Importantly, immune genes that were upregulated with age in the control condition (*Ctss*, *Trem2*, *C4b*) did not exhibit resetting. 

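Ctss, Trem2 and C4b were all called higher in old males on day 4 than in old male controls. Ctss went from 50.5 ± 3.59 to 69.2 ± 8.42 CPM, Trem2 from 11.2 ± 1.27 to 16.9 ± 1.92 and C4b from 169 ± 7.82 to 313 ± 58.5 (SD, n = 4). The log2 fold changes were 0.44, 0.56 and 0.87 (adjusted p = 0.00247, 0.00145 and 2.24e-04 from limma). All 3 passed adjusted over the list alone and over all genes tested. Trem2 was no longer called after correction for GC content (0.28), and C4b is uncertain for its shared sequence. Of the 15 immune genes of Fig. 8, 13 were called higher on day 4 in old males, and 9 on day 1, with medians of 0.72 and 0.45. The day 4 change differed between old and young males for 3 of them, C1qa (0.89), C1qb (0.79) and C4b (0.87), all more positive in old males. With p adjusted over the list alone, 3 passed and over all genes tested 0 (adjusted p = 0.0564, 0.0639 and 0.0543). The young male group includes the library labelled young male day 4 replicate 3.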

Rather, these genes exhibited a further increase on day 4 in old males (Fig. 8).

**Fig. 8:**
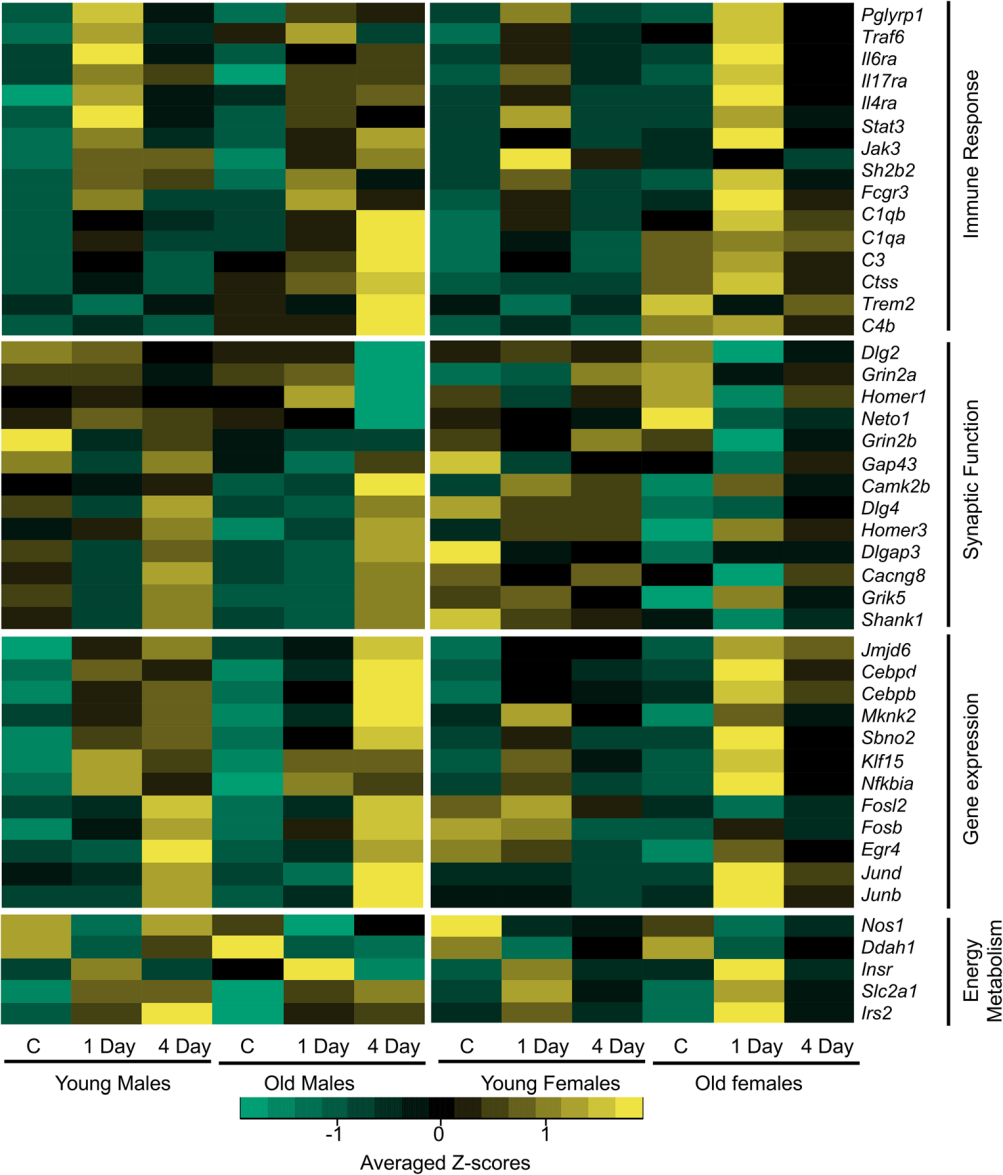
A heatmap illustrating the effect of sepsis on gene expression levels within each age and sex group. Expression levels for each gene were converted into a *z*-score and averaged for each independent group. Genes were grouped into the GO terms immune response, synaptic function, gene expression, and energy metabolism. The color represents the standard deviation, either increasing (yellow) or decreasing (green), relative to the mean (black)

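The 12 genes of Fig. 8 under gene expression had a median log2 fold change on day 1 of 0.33 in young males, 0.30 in old males, 0.25 in young females and 0.71 in old females. On day 4 the medians in this order were 0.54, 0.77, 0.056 and 0.24, and camera gave an adjusted p of 2.31e-14, 1.51e-07, 0.427 and 0.00136. The 5 genes under energy metabolism had medians of 0.26, 0.26, 0.32 and 0.32 on day 1 and 0.0054, -0.056, 0.091 and -0.11 on day 4. No comparison of that list passed camera's adjusted p (0 higher and 0 lower at 0.05), and in 3 comparisons its median, mean and test differed in sign.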

The response of age-related genes in females was considerably different from that in males. First, young females exhibited very little difference in gene expression across treatment conditions. Similar to young males, young females exhibited increased expression of immune and complement component genes *C3*, *C4b*, *C1qa*, and *C1qb* 1 day after sepsis, which returned to baseline by day 4 (Fig. 8). In contrast to old males, genes that were upregulated and downregulated with age were highly responsive on day 1 for old females (Fig. 7c, d). Furthermore, old females exhibited recovery by day 4, with expression halfway between young and old control levels. 

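In young females C3 was called higher on day 1 (1.32, standard error 0.36, adjusted p = 0.134), as were C4b (0.79, 0.19, adjusted p = 0.0938) and C1qb (0.77, 0.20, adjusted p = 0.117). C1qa rose by 0.47 without being called (adjusted p = 0.384). When adjusted over the list alone, all 4 passed and over all genes tested 0. C4b is uncertain for its shared sequence. On day 4 the log2 fold changes were 0.36 for C3, -0.11 for C4b, 0.099 for C1qa and 0.38 for C1qb, with 0 called by limma (adjusted p = 0.999, 0.999, 0.999 and 0.999). C3 on day 1 lost its call at 1.25 without young female control replicate 1, 1.18 without young female control replicate 4, 1.12 without young female day 1 replicate 3 and 1.09 without young female day 1 replicate 4, and C1qb at 0.66 without young female control replicate 3. C1qa was called on day 1 at 0.70 without young female control replicate 2, and on day 4 at 0.33 without young female control replicate 2. C1qb on day 4 was called at 0.60 without young female control replicate 2. Of the 15 immune genes of Fig. 8, 10 were called higher and 1 lower on day 1, and 0 on day 4.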

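Over the 23 female libraries, the first component of the 104 genes higher with age held 42.0% of the variance and that of the 63 genes lower with age 45.8%. On the genes higher with age, old females had scores of 10.9 ± 3.11, 2.04 ± 2.27 and 4.11 ± 0.849 in controls, on day 1 and on day 4 (SD, n = 4, 4 and 3), and young females of -5.61 ± 1.52, -6.26 ± 0.836 and -4.12 ± 2.34. On the genes lower with age, old females had 6.26 ± 2.85, 5.10 ± 3.05 and 2.32 ± 2.51 and young females -5.98 ± 2.40, -3.61 ± 2.17 and -3.52 ± 2.36. The second components held 24.6% and 20.2%, on which old females scored 3.32, -9.70 and 1.74 on the genes higher with age.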

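In old females on day 1 C3 (0.12, adjusted p = 0.820), C4b (0.22, adjusted p = 0.271), C1qa (0.071, adjusted p = 0.756), C1qb (0.44, adjusted p = 0.0962) and Ctss (0.24, adjusted p = 0.309) were higher on the log2 scale without being called by limma. C1qc (0.12) was not called either. Trem2 fell by 0.70 (adjusted p = 0.00516) and was called. Adjusted over the list alone 1 passed, Trem2, as over all genes tested. C1qb was called at 0.64 without old female day 1 replicate 4, and C4b is uncertain for its shared sequence. Of the 15 immune genes of Fig. 8, 7 were called higher and 1 lower in old females on day 1, with a median of 0.44, and 1 higher and 2 lower on day 4, with a median of -0.031. With p adjusted over the list alone, 8 and 3 passed, and over all genes tested 8 and 0. The interaction of sex and sepsis in old mice was called for 3 of the 15 on day 1, Stat3 (0.59), Il17ra (0.71) and Sh2b2 (0.85), all more positive in females, with 4 adjusted over the list alone and 3 over all genes tested. On day 4 it was called for 10, all more positive in males, with 12 and 9. The largest were C4b (-1.63), C3 (-1.39), C1qa (-1.04), C1qb (-1.02) and Jak3 (-1.02). Over all tested genes the day 4 interaction was called for 1741, 1167 higher and 574 lower in females, 1313 at the adjusted p. Scaling by the median of ratios gave 901 and 839, correction for GC content 825 in all, and the count became 2774 without old female control replicate 2 and 1107 without old female day 4 replicate 7.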

Finally, while old males exhibited a delayed upregulation of immune genes at day 4, old females exhibited a marked increase in expression of age-related immune and complement component genes on day 1, which recovered on day 4 (Fig. 8).

### Plasma Cytokine Levels Were Altered with Age and Sex and 1 Day After Sepsis

For the 16 cytokines analyzed, there was a significant effect of sepsis relative to controls for 11 cytokines, with increased levels of [G-CSF (*p* < 0.0001), IL-17(*p* = 0.031), KC (*p* < 0.0001), MCP-1 (*p* < 0.0001), IL-10 (*p* < 0.0001), IL-6 (*p* < 0.0001), MIP-1α (*p* < 0.0001), and TNFα (*p* = 0.001)] and a decrease for IL-1α (*p* < 0.0001), IL-12 (*p* < 0.0001), and IL-2 (*p* = 0.014) (Fig. 9). Five cytokines exhibited a significant sex × sepsis × age interaction [G-CSF (*p* = 0.005), IL-17 (*p* = 0.023), IL-1α (*p* = 0.038), KC (*p* = 0.044), MCP-1 (*p* = 0.0239)] (Fig. 9a). Post hoc analysis indicated an age effect for G-CSF in the control male group where higher cytokine levels were observed in the young compared to the aged (*p* < 0.05). Similarly, IL-17 was elevated in young females compared to aged females 1 day after sepsis (*p* < 0.05). An effect of sex was observed for KC, which was increased in the plasma of control young males compared to control females regardless of age (*p* < 0.05). Several cytokines also exhibited a significant sepsis × sex interaction [IL-6 (*p* = 0.009), IL-10 (*p* = 0.003), MIP-1α (*p* = 0.0149), KC (*p* = 0.003)] (Fig. 9b). This was due to increased levels of MIP-1α and IL-10 in the plasma of young female animals 1 day after sepsis compared to the other groups.

**Fig. 9:**
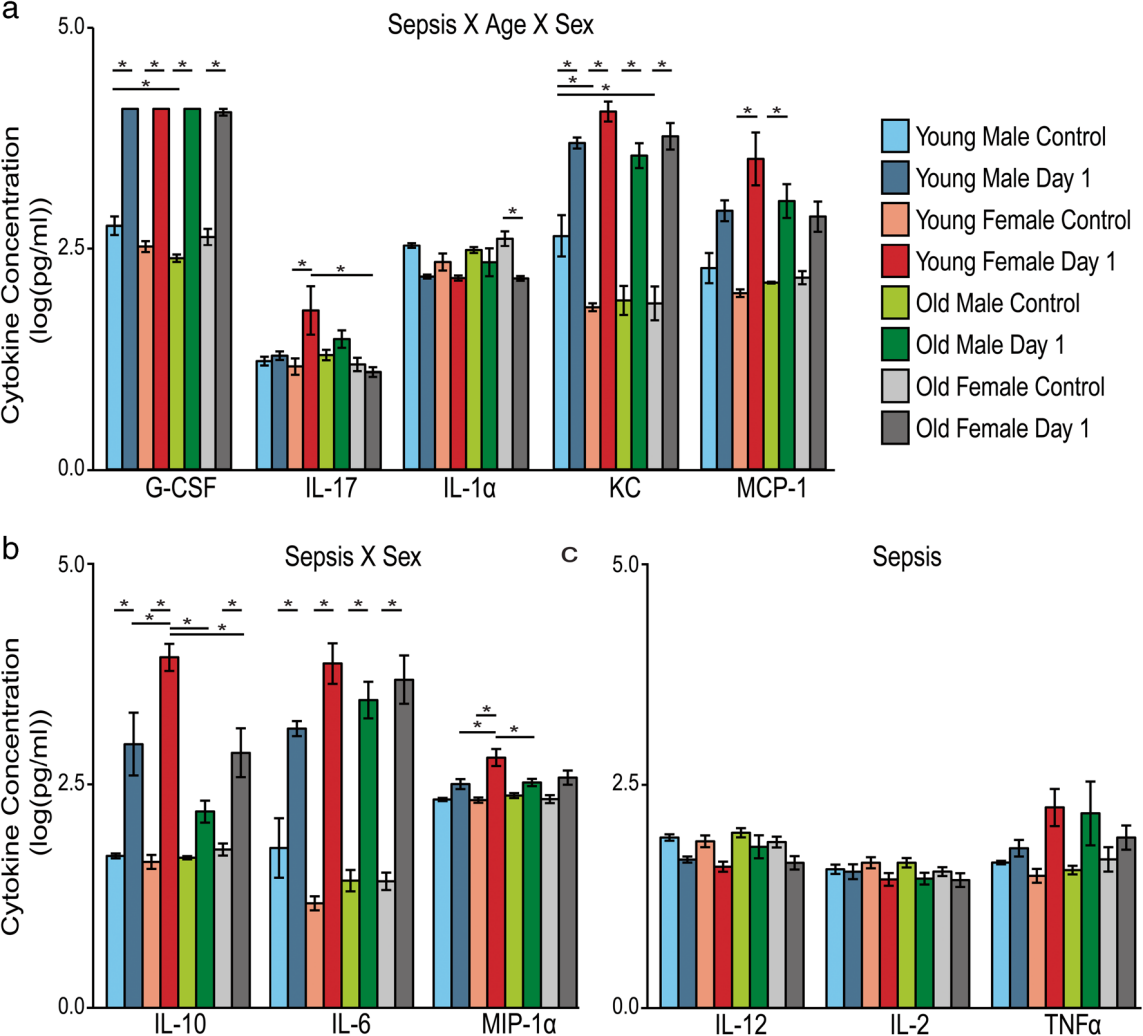
The effect of sepsis, age, and sex on plasma cytokine levels. Bar graphs of the mean cytokine concentration (± SEM) split by group. Cytokines are split into three graphs based on if the cytokine was significant for an interaction or factor **a** sepsis × age × sex interaction, **b** sepsis × sex, and **c** sepsis. *p < 0.05

## Discussion

Age is a major risk factor in the outcome of sepsis since the incidence of sepsis and the associated complications increase with advancing age [14–17], including increased risk of neurodegenerative diseases [47]. In addition, sex differences, likely due to sex steroids, underlie the poorer outcome of male sepsis patients [10, 11]. In humans and animal models, sepsis results in long-term impairments in cognition, including memory processes that depend on the hippocampus [4, 48–55]. The mechanisms for long-term cognitive impairments are not clear. Previous research from our laboratory has illustrated that age and sex may induce unique responses to significant inflammation (e.g., severe trauma) [56]. However, this work in sepsis is underinvestigated. While research has focused on the influence of age and sex on mortality and the immune response to sepsis, little research has addressed how age and sex influence the brain’s response to sepsis.

The current study found that a considerable number of hippocampal genes were altered in a similar manner across all sex and age groups on day 1. For example, across all groups, the initial stress following induction of sepsis resulted in upregulation of genes linked to glucocorticoid signaling, including the downstream effects it has on transcriptional regulation [44]. In addition, genes for neurogenesis, gliogenesis, myelination, and lipid and sterol biosynthetic processes were decreased across all groups. In contrast, group differences were observed for the temporal characteristics of gene expression across 4 days. This included genes linked to neural function, stress, and immune response. Thus, a major finding of the current study concerns qualitative differences in the initial responsiveness to sepsis and rate of recovery, associated with age and sex. As discussed below, these gene changes point to possible mechanisms for cognitive impairment and suggest the means by which age and sex interact to determine sepsis outcomes, including long-term cognitive impairment.

Young females were the least responsive group across the 4 days of sepsis, exhibiting the fewest number of altered genes on day 4 and the fewest number of GO clusters (Table 1). When each groups was examined individually on day 1, all groups except young females exhibited an enrichment for an increase in expression of genes linked to apoptosis. The response of young females across the 4 days may contribute to sex-dependent dimorphism in hippocampal recovery after sepsis [57]. The mechanism likely involves increased levels of the anti-inflammatory cytokine, IL-10, and reproductive status [10, 58–60]. Young females may benefit from the effects of estrogen, which is neuroprotective [43, 61–65]. Indeed, the neuroprotective effects of estrogen may be lost as estrogen levels decline with advancing age [62, 66, 67]. Thus, in contrast to young females, older females exhibited a significant enrichment of apoptotic genes on 1 day post-sepsis.

**Table 1:** Direction of change for GO terms that were affected by sepsis in each sex and age group. Each GO term is listed as either increasing, decreasing, or both if it was significantly differentially expressed with age or after sepsis compared to control

GO term/KEGG pathway	Young male		Aged male		Young female		Aged female	
	Day 1	Day 4	Day 1	Day 4	Day 1	Day 4	Day 1	Day 4
Axon	Decrease		Decrease		Decrease		Decrease	
Neurogenesis	Decrease		Decrease	Both	Decrease		Decrease	Decrease
Myelination	Decrease		Decrease		Decrease		Decrease	Decrease
Gliogenesis	Decrease		Decrease	Increase	Decrease		Decrease	
Neuron projection	Decrease		Decrease	Both	Decrease		Decrease	
Postsynaptic density	Decrease		Decrease	Both			Decrease	
Synapse	Decrease			Both			Decrease	
Dendrite	Decrease			Both			Decrease	
Dendritic spine	Decrease			Both				
Glutamatergic synapse	Decrease			Decrease			Decrease	
Endoplasmic reticulum	Decrease	Increase	Decrease	Both	Decrease		Decrease	
Histone modification		Increase		Decrease			Increase	
Gene expression		Increase		Both			Increase	
RNA metabolic process		Increase		Both			Increase	
Regulation of cytokine production	Increase				Increase			
Regulation of response to stress	Increase	Decrease					Increase	
Response to corticosteroid	Increase		Increase					
Apoptotic process	Increase		Increase	Increase			Increase	Decrease
Extracellular exosome	Increase		Decrease	Increase	Decrease			
Glucose transport	Increase				Increase			
Mitochondrion				Increase	Decrease		Decrease	

Older animals exhibited a prolonged transcriptional response or delayed transcriptional recovery to sepsis, particularly older males. The genes that were altered on day 4 in older animals may shed light on the mechanism for sepsis-induced cognitive impairment, which is particularly evident in older individuals [4, 68–70]. Decreased expression for neurogenesis and myelination genes was observed in older males and females on day 4. Inflammation-mediated inhibition of neurogenesis has been linked to impaired cognition [71–73]. In addition, inflammation impairs glutamatergic synaptic plasticity involved in memory function [32, 33, 74]. Older males exhibited a decrease in expression of glutamatergic synaptic genes on day 4. The prolonged activation of apoptotic processes in the hippocampus in older males is consistent with the idea that systemic inflammation can contribute to age-related neurodegenerative diseases [75, 76]. The mechanism for the prolonged response in older males is unclear but may be a consequence of a delayed peripheral immune response [18, 77, 78].

The hippocampus of older animals may be predisposed to respond differently to sepsis due to an age-related increased expression of immune response genes and decreased expression of synaptic genes. For immune response genes, several genes related to the complement cascade were increased with age and further increased over the 4 days after sepsis. Thus, age-related differences in the resiliency or vulnerability to sepsis may depend on the pre-existing neuroinflammatory state. It is interesting that several synaptic genes that were downregulated with age increased on day 4 after sepsis in aged males. 

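Of the 13 synaptic genes of Fig. 8, 7 were called lower in old male controls, and 6 of these were called higher on day 4, Dlg4, Homer3 (uncertain for its overlap with Ddx49), Dlgap3, Cacng8, Grik5 and Shank1. Both comparisons use the old male controls, and the simulated draws with no effect gave a share of 10.9% of the age-lower calls over all draws and of up to 62.5% in a single draw. With each library corrected for GC content, the 6 genes had log2 fold changes with age of -0.21, -0.11, -0.43, -0.095, -0.35 and -0.32 and on day 4 of 0.14, 0.075, 0.40, -0.066, 0.24 and 0.35. Corrected in this way, 3 genes of the list met both conditions, Dlgap3, Grik5 and Gap43, and Cacng8 changed sign on day 4. With age the list had a median of -0.27 in males (camera adjusted p = 1.31e-05, fry 0.00500, estimated correlation 0.0922) and of -0.14 in females (0.0537).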

The functional significance behind this upregulation of synaptic genes is unclear. The increase may be due to altered behavior and neural activity associated with sepsis. 

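Cacnb1, Cacna1a, Ephb4, Glul, Jph3, Mink1, Nrxn2 and Grasp were all called higher in old males on day 4, with log2 fold changes from 0.22 to 0.75 and a median of 0.56. When adjusted over the list alone, 8 of 8 passed, and over all genes tested 8. Nrxn2, on chromosome 19 from 6418731 to 6544169, went from 189 ± 11.8 to 319 ± 10.8 CPM (SD, n = 4; adjusted p = 5.34e-05 from limma). Glul, on chromosome 1 from 153899944 to 153909723, rose by 0.31 and is uncertain, with 11.3% of its 50-base stretches shared with Glns-ps1. The GC content of the 8 genes was 51.2% to 62.0%. After correction for GC content 2 were called higher, Glul (0.30) and Nrxn2 (0.26), while Cacna1a (-0.096) and Mink1 (-0.082) changed sign. All 8 were lower in old than in young male controls, 3 of them called. Cacna1a (0.22) lost its day 4 call at 0.24 without old male control replicate 1, 0.22 without old male control replicate 2, 0.19 without old male control replicate 3, 0.23 without old male control replicate 4, 0.21 without old male day 4 replicate 2, 0.18 without old male day 4 replicate 5 and 0.22 without old male day 4 replicate 8, and Glul at 0.27 without old male control replicate 1 and 0.27 without old male day 4 replicate 2.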

Previous research has described an increased expression of synaptic genes during the progression from normal aging to neurodegenerative disease [79, 80], including genes we observed to increase in older males on day 4 of sepsis (*Cacnb1*, *Cacna1a*, *Ephb4*, *Glul*, *Jph3*, *Mink1*, *Nrxn2*, *Grasp*).

## Conclusions

These results indicate sex and age influence the response of several key biological processes following sepsis, including immune response, neuronal/synaptic function, and regulation of transcription. Aged males exhibit a delayed or prolonged transcriptional response of immune and neuronal/glial genes. Aged females exhibited considerable recovery over 4 days; however, a delay in recovery was observed for genes related to neurogenesis and myelination. Young females exhibited a muted response, suggesting that they are less responsive to the effects of sepsis. The distinctive transcriptional profiles within each age and sex group suggest mechanisms for the resiliency or susceptibility to cognitive decline associated with sepsis. A prolonged decline in glial, neuronal, and synaptic genes may portend the disruption of synaptic connectivity and the extent of cognitive impairment. Similarly, the influence of sepsis on apoptotic processes may contribute to increased susceptibility to neurodegeneration of older individuals.

## Electronic Supplementary Material

ESM 1 (DOCX 26 kb)

# Supplementary material for: Age and Sex Influence the Hippocampal Response and Recovery Following Sepsis
**Source:** Mol Neurobiol. 2019 Jul 5;56(12):8557–72. doi: 10.1007/s12035-019-01681-y
**Supplement:** Supplementary file 1

| **Supplementary Table 1:** | | |
| --- | --- | --- |
| GO Term/ KEGG Pathway | *p*-value | Genes |
| Regulation of cell growth | ↑ *p*=7.6E-04 | *Sgk1, Sgk3, Igfbp7, Adipor2, Sesn1, Cdkn1a, Fam107a, Htra1, Agt, Fbln5, Htra3, Apbb2, Ip6k2, Spp1* |
| Negative regulation of cell growth | ↑ p=4.4E-02 | *Cdkn1a, Agt, Adipor2, Sesn1, Apbb2, Ip6k2, Spp1* |
| Regulation of cell proliferation | ↑ p=3.1E-03 | *Xdh, B4galt1, Txnip, Irs2, Icosl, Sgk1, Klf9, Sgk3, Osmr, Acer2, Il4ra, Nfkbia, Gjb6, Sdc4, Stat3, Il6ra, Tns2, Cdkn1a, Apod, Ptgds, Htra1, Agt, Idh2, Tgm2, Errfi1, Ccar1* |
| Negative regulation of cell proliferation | ↑ p=7.6E-02 | *Xdh, B4galt1, Cdkn1a, Tns2, Ptgds, Apod, Klf9, Agt, Idh2, Gjb6, Sdc4, Stat3* |
| Response to hormone | ↑ p=1.5E-04 | *Txnip, Irs2, Sgk1, Klf9, Igfbp7, Pdk4, Adipor2, Timp4, Stxbp3, Stat3, Ddit4, Serpina3n, Cdkn1a, Ptgds, Ucp2, Agt, Sult1a1, Sh2b2, Kdm3a, Errfi1, Spp1* |
| Response to glucocorticoid | ↑ p=1.3E-02 | *Cdkn1a, Sgk1, Ptgds, Klf9, Sult1a1, Igfbp7, Errfi1, Ddit4* |
| Apoptotic process | ↑ p=1.2E-02 | *Xdh, Ier3, Pglyrp1, Tsc22d3, Agt, Tgm2, Ip6k2, Ccar1, Spp1, B4galt1, Txnip, Irs2, Sgk1, Sgk3, AcerR2, Pdk4, Gjb6, Stat3, Ddit4, Dapk1, Cdkn1a, Ucp2, Hif3a, Apbb2, Cbs* |
| Glucose transport | ↑ p=1.2E-02 | *Irs2, Agt, Slc2a1, Adipor2, Stxbp3, Sh2b2, Klf15* |
| Lipid biosynthesis | ↓ p=1.8E-07 | *Msmo1, Scd2, Fa2h, Dhcr7, Fdps, Hmgcs1, Fads2, Acly, Mid1ip1, Idi1, Dhcr24, Nsdhl* |
| Sterol biosynthesis | ↓ p=2.5E-07 | *Msmo1, Dhcr7, Fdps, Hmgcs1, Idi1, Dhcr24, Nsdhl* |
| Gliogenesis | ↓ p=1.9E-03 | *P2ry12, Mag, Plp1, Fa2h, Phgdh, Ptn, Ccp, Il33, Lpar1, Plpp3, Gap43* |
| Myelination | ↓ p=8.3E-03 | *Mag, Plp1, Ugt8A, Fa2h, Pllp, Lpar1, Gal3st1* |
| Neurogenesis | ↓ p=8.8E-04 | *Fgfr2, Mag, Cav1, Plp1, Nos1, Myo6, Tubb2b, Ugt8a, Fa2h, Plxnb3, Rorb, Cnp, Lpar1, Il33, Gprc5b, Ephb1, Plpp3, Kdr, P2ry12, Ednrb, Unc5b, Mapt, Phgdh, Ptn, Ncan, Lrp4, Gap43* |

**Table 1** A list of the significant GO terms that were upregulated or downregulated across all age and sex groups 1 day after sepsis. The *p*-value and genes associated with that GO term are provided.

**Table 2** Table depicting how certain GO terms are affected in young males based on the different analysis performed. The direction of change (↑ increased; ↓ decreased), *p*-value, the number of genes associated with that GO term are provided.

| **Supplementary Table 2:** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| GO Term/ KEGG Pathway | Acute v Control | Chronic v Control | Prolonged Increase | Recovery (Increase to Decrease) | Prolonged Decrease | Recovery (Decrease to Increase) |
| ROS metabolic process | ↑ *p*=1.63E-04;  21 genes |  |  | *p*=3.82E-02;  10 genes |  |  |
| Apoptotic process | ↑ *p*=1.67E-03;  65 genes |  | *p*=3.0E-02;  20 genes |  |  |  |
| Immune effector process | ↑ *p*=4.20E-03;  34 genes |  |  | *p*=3.13E-02;  19 genes |  |  |
| Regulation of response to stress | ↑ *p*=4.23E-03;  46 genes |  |  | *p*=2.0E-02;  26 genes |  |  |
| Defense response | ↑ *p*=1.92E-02;  50 genes |  |  | *p*=3.07E-02;  29 genes |  |  |
| Regulation of cytokine production | ↑ *p*=4.39E-02;  24 genes |  |  |  |  |  |
| Response to glucocorticoid | ↑ *p*=3.23E-02;  12 genes |  |  |  |  |  |
| Positive regulation of phagocytosis | ↑ *p*=4.65E-02;  7 genes |  |  |  |  |  |
| Extracellular exosome | ↑ *p*=4.92E-05;  88 genes |  |  | *p*=2.1E-04;  48 genes |  |  |
| Glucose Transport | ↑ *p*=1.39E-02;  11 genes |  |  |  |  |  |
| Neurogenesis | ↓ *p*=2.46E-12;  97 genes |  |  |  |  | *p*=6.41E-07;  57 genes |
| Neuron projection | ↓ *p*=6.17E-19;  101 genes |  |  |  |  | *p*=8.61E-13;  63 genes |
| Axon | ↓ *p*=2.19E-13;  42 genes |  |  |  |  | *p*=2.41E-08;  26 genes |
| Dendrite | ↓ *p*=2.03E-06;  46 genes |  |  |  |  | *p*=1.43E-05;  25 genes |
| Dendritic spine | ↓ *p*=4.22E-02;  11 genes |  |  |  |  |  |
| Synapse | ↓ *p*=3.64E-12;  70 genes |  |  |  |  | *p*=2.01E-06;  40 genes |
| Postsynaptic density | ↓ *p*=1.29E-07;  26 genes |  |  |  |  | *p*=5.04E-04;  15 genes |
| Excitatory synapse | ↓ *p*=2.31E-06;  27 genes |  |  |  |  | *p*=3.75E-03;  15 genes |
| Glutamatergic synapse | ↓ *p*=4.16E-02;  219 genes |  |  |  |  |  |
| NMDA selective gluatamate receptor complex | ↓ *p*=3.52E-02;  4 genes |  |  |  |  |  |
| Synapse organization | ↓ *p*=2.74E-08;  28 genes |  |  |  |  |  |
| Synaptic signaling | ↓ *p*=1.10E-07;  43 genes |  |  |  |  | *p*=9.2E-04;  24 genes |
| Gliogenesis | ↓ *p*=2.53E-04;  23 genes |  |  |  |  | *p*=4.03E-02;  13 genes |
| Myelination | ↓ *p*=4.59E-04;  14 genes |  |  |  |  | *p*=3.76E-03;  10 genes |
| Endoplasmic reticulum | ↓ *p*=4.13E-05;  63 genes |  |  |  |  | *p*=1.41E-02;  35 genes |
| Nucleus |  | ↑ *p*=1.54E-06;  157 genes |  |  |  |  |
| Gene expression |  | ↑ *p*=2.44E-03;  137 genes |  |  |  |  |
| Histone modification |  | ↑ *p*=2.33E-02;  20 genes |  |  |  |  |
| Negative regulation of the immune system |  |  | *p*=3.3E-02;  9 genes |  |  |  |
| Complement and coagulation cascade |  |  |  | *p*=4.26E-02;  6 genes |  |  |

**Table 3** Table depicting how certain GO terms are affected in old males based on the different analysis performed. The direction of change (↑ increased; ↓ decreased), *p*-value, the number of genes associated with that GO term are provided.

| **Supplementary Table 3: Aged males** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| GO Term/ KEGG Pathway | Acute v Control | Chronic v Control | Prolonged Increase | Recovery (Increase to Decrease) | Prolonged Decrease | Recovery (Decrease to Increase) |
| Response to glucocorticoid | ↑ *p*=1.63E-02;  11 genes |  |  |  |  |  |
| Apoptotic process | ↑ *p*=4.47E-02;  39 genes | ↑ *p*=4.48E-03; 221 genes |  |  |  |  |
| Endoplasmic reticulum | ↓ *p*=2.82E-02;  34 genes | ↑ *p*=7.17E-06; 184 genes ↓ p=4.87E-06; 222 genes |  |  |  |  |
| Axon | ↓ *p*=3.06E-05;  21 genes |  |  |  |  |  |
| Neurogenesis | ↓ *p*=2.44E-07;  60 genes | ↑ *p*=7.52E-14; 264 genes ↓ p=4.42E-07; 275 genes |  |  |  | *p*=1.21E-05; 38 genes |
| Dendritic spine | ↓ *p*=9.43E-06;  14 genes | ↑ *p*=1.24E-04; 34 genes ↓ p=1.31E-04; 39 genes |  |  |  |  |
| Postsynaptic density | ↓ *p*=1.51E-02; 12 genes | ↑ *p*=2.81E-05; 49 genes ↓ p=1.68E-07; 63 genes |  |  |  |  |
| Excitatory synapse | ↓ *p*=4.58E-02; 13 genes | ↑ *p*=3.39E-04; 54 genes ↓ p=2.50E-06; 69 genes |  |  |  |  |
| Gliogenesis | ↓ *p*=4.58E-02; 13 genes | ↑ *p*=2.34E-02; 46 genes |  |  |  | *p*=2.98E-06; 17 genes |
| Myelination | ↓ *p*=9.30E-06; 21 genes |  |  |  | *p*=2.3E-02; 5 genes | *p*=2.13E-04; 10 genes |
| Neuron projection | ↓ *p*=3.38E-03; 44 genes | ↑ *p*=4.10E-11; 220 genes ↓ p=2.25E-08; 246 genes |  |  |  | *p*=1.17E-02; 28 genes |
| Extracellular exosome | ↓ *p*=2.28E-03; 64 genes | ↑ *p*=1.75E-06; 337 genes |  |  |  | *p*=1.99E-03; 41 genes |
| Mitochondrion |  | ↑ *p*=2.04E-05; 226 genes |  |  |  |  |
| Nucleus |  | ↑ *p*=3.45E-08; 696 genes |  |  |  |  |
| Histone modification |  | ↓ *p*=1.43E-03; 79 genes |  |  |  |  |
| Gene expression |  | ↑ *p*=3.26E-03; 583 genes ↓ p=2.12E-15; 804 genes |  |  |  |  |
| Dendrite |  | ↑ *p*=2.63E-08; 123 genes ↓ p=1.43E-04; 94 genes |  |  |  |  |
| Synapse |  | ↑ *p*=2.12E-11; 169 genes ↓ p=5.90E-10; 192 genes |  |  |  |  |
| Synapse organization |  | ↑ *p*=3.54E-06; 53 genes ↓ p=4.93E-03; 50 genes |  |  |  |  |
| Synaptic signaling |  | ↑ *p*=8.31E-03; 83 genes ↓ p=9.92E-03; 98 genes |  |  |  |  |
| Glutamatergic synapse |  | ↓ *p*=2.25E-03; 28 genes |  |  |  |  |

**Table 4** Table depicting how certain GO terms are affected in young females based on the different analysis performed. The direction of change (↑ increased; ↓ decreased), *p*-value, the number of genes associated with that GO term are provided.

| **Supplementary Table 4: Young female** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| GO Term/ KEGG Pathway | Acute v Control | Chronic v Control | Prolonged Increase | Recovery (Increase to Decrease) | Prolonged Decrease | Recovery (Decrease to Increase) |
| Regulation of immune system process | ↑ p=2.33E-02; 52 genes |  |  |  |  |  |
| Regulation of cytokine production | ↑ p=4.6E-02; 28 genes |  |  |  |  |  |
| Oxidation-reduction process | ↓ p=1.64E-03; 49 genes |  |  |  |  | p=6.9E-03; 23 genes |
| Extracellular exosome | ↑ p=1.96E-02; 93 genes ↓ p=1.04E-10; 130 genes |  |  |  |  | p=7.44E-06; 63 genes |
| Glucose Transport | ↑ p=4.48E-03; 13 genes |  |  |  |  | p=1.56E-02; 8 genes |
| Mitochondrion | ↓ p=1.71E-07; 87 genes |  |  |  |  | p=1.88E-06; 49 genes |
| Postsynaptic density | ↑ p=2.01E-02; 17 genes |  |  |  |  |  |
| Axon | ↓ p=8.82E-03; 23 genes |  |  |  |  |  |
| Neurogenesis | ↓ p=6.46E-03; 71 genes |  |  |  |  |  |
| Gliogenesis | ↓ p=6.36E-04; 24 genes |  |  |  |  | p=1.14E-03; 16 genes |
| Myelination | ↓ p=1.81E-04; 16 genes |  |  |  |  | p=3.73E-05; 13 genes |
| Neuron projection | ↓ p=4.66E-03; 64 genes |  |  |  |  |  |
| Endoplasmic reticulum | ↓ p=2.55E-08; 75 genes |  |  |  |  | p=1.46E-08; 47 genes |
| Nucleus | ↑ p=8.68E-04; 193 genes |  |  |  |  |  |
| Cell surface receptor signaling pathways |  |  |  |  |  | p=5.19E-03; 41 genes |
| Response to chemical stimulus |  |  |  |  |  | p=6.59E-03; 45 genes |

**Table 5** Table depicting how certain GO terms are affected in old females based on the different analysis performed. The direction of change (↑ increased; ↓ decreased), *p*-value, the number of genes associated with that GO term are provided.

| **Supplementary Table 5: Aged female** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| GO Term/ KEGG Pathway | Acute v Control | Chronic v Control | Prolonged Increase | Recovery (Increase to Decrease) | Prolonged Decrease | Recovery (Decrease to Increase) |
| Regulation of response to stress | ↑ *p*=3.07E-02; 138 genes |  |  | *p*=5.81E-03; 96 genes |  |  |
| Apoptotic process | ↑ *p*=1.25E-04; 89 genes | ↓ *p*=1.79E-03; 29 genes |  | *p*=7.6E-04; 60 genes | *p*=2.25E-02; 17 genes |  |
| Nucleus | ↑ *p*=3.99E-37; 770 genes |  |  | *p*=3.85E-21; 462 genes |  |  |
| Gene expression | ↑ *p*=3.61E-14; 613 genes |  |  | *p*=1.37E-06; 367 genes |  |  |
| Histone modification | ↑ *p*=2.14E-05; 70 genes |  |  | *p*=1.15E-04; 48 genes |  |  |
| Axon | ↓ *p*=1.76E-06; 70 genes |  |  |  |  | *p*=2.69E-04; 51 genes |
| Neurogenesis | ↓ *p*=3.18E-12; 249 genes | ↓ *p*=5.99E-03; 25 genes |  |  | *p*=5.46E-04; 20 genes | *p*=2.23E-02; 151 genes |
| Synapse | ↓ *p*=4.40E-06; 142 genes |  |  |  |  | *p*=2.00E-02; 56 genes |
| Postsynaptic density | ↓ *p*=3.56E-06; 51 genes |  |  |  |  |  |
| Dendrite | ↓ *p*=2.08E-05; 81 genes |  |  |  |  |  |
| Excitatory synapse | ↓ *p*=5.36E-05; 55 genes |  |  |  |  |  |
| Gliogenesis | ↓ *p*=1.29E-02; 47 genes |  |  |  |  |  |
| Myelination | ↓ *p*=2.54E-05; 31 genes | ↓ *p*=1.62E-03; 8 genes |  |  | *p*=2.13E-02; 5 genes |  |
| Glutamatergic synapse | ↓ *p*=3.44E-02; 23 genes |  |  |  |  |  |
| Neuron projection | ↓ *p*=7.57E-07; 197 genes |  |  |  |  | *p*=1.57E-02; 133 genes |
| Synapse organization | ↓ *p*=2.14E-02; 40 genes |  |  |  |  |  |
| Synaptic signaling | ↓ *p*=1.99E-05; 93 genes |  |  |  |  |  |
| Endoplasmic reticulum | ↓ *p*=2.09E-05; 177 genes |  |  |  |  | *p*=2.05E=-03; 128 genes |
| Mitochondrion | ↓ *p*=4.00E-06; 225 genes |  |  |  |  | *p*=2.0E-08; 186 genes |
| Positive regulation of apoptotic process |  |  |  |  | *p*=4.25E-02; 9 genes |  |

**Table 6** A list of the significant GO terms that were altered with age. The direction of change (↑ increased; ↓ decreased), *p*-value, the number of genes associated with that GO term are provided.

| **Supplementary Table 6:** | | |
| --- | --- | --- |
| GO Term/ KEGG Pathway | Male | Female |
| Neurogenesis | *↓ p*=3.42E-12; 86 genes | *↓ p*=3.77E-07; 65 genes |
| Synapse | *↓ p*=1.58-09; 39 genes | *↓ p*=1.36E-08; 33 genes |
| Postsynaptic density | *↓ p*=8.46-04; 18 genes |  |
| Excitatory synapse | *↓ p*=2.07E-03; 19 genes |  |
| Dendrite | *↓ p*=2.36E-03; 26 genes |  |
| Endoplasmic reticulum |  | *↓ p*=6.01E-03; 42 genes |
| Extracellular exosome |  | *↑ p*=2.52E-05; 73 genes |
| Regulation of immune system process |  | *↑ p*=3.34E-03; 41 genes |
| Regulation of response to stress |  | *↑ p*=8.86E-03; 38 genes |
| Phagocytosis |  | *↑ p*=3.25E-03; 14 genes |
| Lysosome |  | *↑ p*=7.87E-04; 18 genes |
| Nucleus | *↑ p*=1.69E-04; 112 genes |  |
| Gene expression | *↑ p*=4.76-03; 97 genes |  |

How the deposited data were processed for this re-analysis (not part of the article)

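Gene expression was measured by sequencing poly(A) RNA of whole hippocampi, 1 library per mouse, in 47 libraries of 12 groups: young and old, male and female mice, as controls and 1 and 4 days after cecal ligation and puncture. Groups were read from the deposited sample labels, 4 libraries each and 3 for old females on day 4. According to the paper, the authors aligned the reads to mm10, counted them per gene and normalized by the trimmed mean of M-values. They then removed genes averaging under 5, log-transformed the values, compared groups by one-way ANOVA and tested functional enrichment of the genes found. The authors deposited these values as CPM in a single table with 28032 genes. The column of each library was matched to its sample by its label, and 0 columns were without a sample. How reads were assigned to genes, and whether by strand, is not given in the sources used here.

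The low values of each library lie on multiples of a common step, taken as the value of 1 read, between 0.0307 and 0.0456 CPM. Dividing by it gave 17342799 to 28143568 reads per library. Of the values under 1000 reads, 80.3% to 84.0% were within 0.05 reads of a whole number, so whole reads were not recovered and no model of counts was fitted. The library labelled young male day 4 replicate 3 has the Xist and Y-linked expression of a female and was kept as labelled.

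Genes with a mean of at least 5 CPM were tested (11691 genes), on log2 of the value plus 1, with limma 3.58.1 in R 4.3.3 and data.table 1.17.8. Each comparison used moderated statistics with a trend of the variance on expression and only the libraries of its groups. A call is an unadjusted p below 0.01, as in the paper, and the Benjamini-Hochberg adjusted p is taken over all genes tested unless the list alone is named. Of the comparisons, 8 set a day after sepsis against the controls of the same age and sex, 2 old against young controls, and 4 day 4 against day 1. Interactions of age or sex with sepsis were tested as contrasts over 4 groups. Genes called in the same direction on both days, genes that turned back from day 1 to day 4, common, delayed and reset genes are intersections of these calls, following the paper's definitions where it gives them.

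Lists of genes were tested by camera with a preset correlation of 0.01, and 50 of these tests (glucocorticoid, myelination, sterol biosynthesis, immune and synaptic lists) also by fry and by camera with an estimated correlation. The lists come from the text, Fig. 8 and Table S1 of the paper, with lists of cell type markers fixed beforehand. Principal components were computed per sex on the genes called with age. Named genes follow a rule of the plan. They are the genes the Results or Discussion name, in the comparison they are named for, and genes of Fig. 8 with a stated direction. In each comparison of sepsis or age they also include the 2 higher and 2 lower genes with the largest change among calls with no overlap of libraries and a mean of at least 50 CPM. Sex-linked genes were added, and all members of the fixed lists as lists.

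Alternatives were other pseudocounts, no filter or a stricter filter, an unmoderated F test, 1 fit of all groups, scaling by the median of ratios, a correction for GC content, a replicate block, other list tests, unscaled components and leaving out each library in turn. A filter in reads, the unmoderated F test under it and a correction for transcript length were added after seeing the data. The correction for GC content subtracts from each library a lowess curve (span 0.3) of its deviation from the gene means on GC content, taken from GENCODE vM21 for 11591 genes (99.1% of those tested). It cannot tell a technical trend from a response that follows GC content.

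The tests were checked on simulated data with 200 genes changed by a log2 of 2. For old males on day 4 limma called 99% of these and 1.11% of the unchanged genes, and the interaction 99% and 1.04%. Changes of 0.25, 0.5 and 1, a check added after seeing the data, were called in 29%, 80% and 98% of these genes. Chance was also assessed by regrouping the libraries of each comparison and by 100 simulated draws for sets that share libraries. Functional enrichment over annotation terms was not rerun, since no annotation of terms was used here, and the plasma cytokines were not analysed here. The results of 1 gene that falls under the rule for named genes are not reported here.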

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

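The tests of a wrong sex label, of a mixed or repeated library, of choroid plexus tissue, of depth, of scaling, of shared controls, of a shift common to day 4, of interactions by permuted residuals and of GC content as the whole cause were chosen after the result was seen, while the regrouping of libraries and the spread of GC slopes within groups were planned.

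Each of 100 sets of libraries of 1 group was searched for a library far from the others, with Dixon's ratio of the gap to the range. The search found 14, and about 5 would be found by chance, since about 1 in 20 sets passes with no cause.

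The library labelled young male day 4 replicate 3 was found by its Xist, 278 CPM against 0 to 0.0347 in the other libraries of its group, and by its mean score of the glucocorticoid genes, 4.96 against 5.57 to 5.63. A mixture of male and female tissue does not go with the sum of its Y-linked genes, 0.0333 CPM, which is at the female level. A second deposit of young female control replicate 4, the library it is most like by deviation from the mean of all libraries (r = 0.739), does not go with their difference in reads. The chi-square per gene of that pair is 32.9, above the lowest within a group (17.6) and far above the sampling noise of 1, although it ranks 19 among 1081 pairs. A wrong label or a swap with a female sample may explain both findings and stays open, since its Xist of 278 CPM is in the range of the female libraries. The group and time to which such a sample would belong cannot be given from the values. It was kept as labelled, and no biological explanation was tested.

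Young female control replicate 2 had the lowest Xist of the female libraries, 93.4 CPM against at least 241 in the others of its group. A mixture with male tissue of 61.2%, which the lower Xist would need, would bring about 26.1 CPM of the Y-linked genes, and the library has 0.349. A cause was not found, and this library moved the count of young female calls on day 4 and both interactions of sex in young mice.

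Sums of the Y-linked genes in young male day 1 replicate 3 (86.2 CPM against 73.0 to 74.8) and in old male day 1 replicate 4 (77.6 against 88.2 to 89.9) lay far from their groups. Both are within the range of the other male libraries. Young male day 1 replicate 2 had 25449545 reads assigned against 19559449 to 20429197. Myelination scores found young male control replicate 1 (5.69 against 5.81 to 5.83), immune scores old female day 1 replicate 4 (4.66 against 4.97 to 5.04) and synaptic scores old male control replicate 3 (7.48 against 7.58 to 7.59). No explanation of these was tested, and chance is not excluded for them.

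The score of choroid plexus genes found old male control replicate 3 (1.96 against 1.39 to 1.48), old male day 1 replicate 3 (5.83 against 1.46 to 1.91), young female control replicate 3 (5.90 against 1.38 to 2.00) and old female control replicate 3 (5.31 against 1.58 to 1.78). Ttr, a gene the paper does not discuss, had a mean of 720.2 CPM in old males on day 4 and ranged from 1.53 to 4674 over the libraries. Across all 47 libraries it followed the mean of 11 other choroid plexus markers (Pearson r = 0.936, Spearman rho = 0.945, permutation p = 0.00001, the smallest that 100000 permutations give). The correlation was 0.933 without the 2 libraries farthest from the mean. Choroid plexus tissue carried along in dissection could explain this, since Ttr and the markers also move together within groups (r = 0.950). A response of the choroid plexus to age or sepsis was not tested and stays open for the differences between groups.

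The number of calls in old males on day 4 and its trend with GC content are weighed together. GC slopes found old male day 4 replicate 3 (0.481 log2 per 10 points of GC against 0.189 to 0.231) and young male day 4 replicate 4 (0.276 against 0.0176 to 0.0607). Depth as the source of the calls does not go with their share among genes with a mean of at least 50 CPM, 46.8%, against 41.7% of all genes tested. Scaling by a few abundant genes does not go with the 4975 calls under scaling by the median of ratios. A shift of the same size in all day 4 libraries does not go with the slopes in young females, where a day 4 library exceeds a control by at most 0.255, while in old males the difference is at least 0.415. A smaller shift common to day 4 stays open, as the correlation of GC content with the change is 0.825 in old males, 0.504 in young males, 0.395 in old females and -0.144 in young females, whose slopes on day 4 were not separated from control (exact p = 0.714). The trend that the correction removes does not, as the whole cause, go with the 1675 calls made after correction. The other regroupings of the corrected libraries gave at most 332. A bias with GC content that the correction leaves would follow the same groups, and regrouping cannot exclude it. Whether the trend itself is technical or a response of old males cannot be told apart. Trends with GC content also occurred without sepsis. Old against young controls had correlations of -0.572 in males and -0.611 in females, although the slopes of female controls were not separated (exact permutation p = 0.171). Slopes within a group spread by up to 0.383 (old female controls), less than the 0.515 between old male controls and day 4, and the sources used here name no preparation batches that could be compared with the groups. Simulated libraries with a smaller trend, equal in all day 4 libraries, gave 10.9% of unchanged genes as calls, and 1.08% after correction. The trend was added on the same GC content that the correction uses. These values therefore do not tell how many calls the observed trend gives or leaves. Of the 4877 calls, 1047 were also called in the same direction after correction. A response of old males on day 4 beyond the trend stays open, and its cause was not tested.

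Genes lower with age that were higher on day 4 in old males made up 77.1% of the age-lower calls. The largest of 100 simulated shares with no effect of age or sepsis was 62.5%. A simulated comparison had a median of 61.5 calls, against 589 age-lower calls in the data. These draws therefore cannot tell whether the old male controls shared by both comparisons give the share of 77.1% alone. Across genes the changes with age and on day 4 had a correlation of -0.592, and 41 of 100 draws were as low. Shared controls stay open as an explanation. Corrected for GC content, the share was 30.5%, within the simulated range (largest 72.7%, with 13 draws at least as high), so a trend with GC content in old male controls may explain it as a whole. Old male controls had the lowest mean slope of the 4 control groups, -0.242 against -0.0684 in young male controls. A return toward young expression stays open as well.

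Regrouping the libraries of a comparison tested whether chance gives as many calls. Of 35 regroupings, the true one included, those with at least as many calls numbered 1 in young males on day 1 and 3 on day 4. They numbered 1 and 1 in old males, 1 and 11 in young females, 1 and 1 in old females, 1 with age in males and 3 in females. Where the number is 1, no other regrouping reached the count, and 1 in 35 is the smallest share possible. Chance may therefore explain the young male calls on day 4, the young female calls on day 4 and the female age calls. Corrected for GC content, old females on day 1 had 3639 calls, 2905 of them among the 3120 before and in the same direction. The other regroupings gave at most 278, so neither the GC trend removed nor chance alone goes with these calls. Depth does not go with their share among genes with a mean of at least 50 CPM, 25.6% against 26.7% of all genes tested, nor scaling by a few abundant genes with the 3122 calls under the median of ratios. A response to sepsis, surgery or restraint stays open for them as a hypothesis.

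Differences between groups were found by interaction tests, called for 1020 genes (age and sepsis, males on day 4), 1037 (age and sepsis, females on day 1), 1923 (sex and sepsis, old mice on day 1) and 1741 (sex and sepsis, old mice on day 4). Among 100 random regroupings within the contrast, the true one included, 1, 1, 6 and 2 gave at least as many calls in this order. These regroupings exchange age or sex and so let a difference of age or sex enter the interaction. With such differences and that of sepsis kept, and only the residuals permuted, the numbers of 100 were 3, 1, 2 and 2, so chance alone does not go with any of the 4, while the 6 regroupings leave the third the least clear of them. For the interactions with no gene at the adjusted p, these numbers were 58 (age and sepsis, males on day 1), 43 (age and sepsis, females on day 4), 51 (sex and sepsis, young mice on day 1) and 35 (the same on day 4), and by permuted residuals 50, 54, 54 and 30, so chance may explain these. The GC trend of old males on day 4 enters the first and the last of the 4 found, which fell to 259 and 825 calls after correction. For the third the count after correction was 2141. The old mice of day 4 were survivors, which may also enter the first and the last of the 4. Differences of age and sex in the response remain open.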

How the results depend on the processing

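The filter by a mean of at least 5 reads, the unmoderated F test under that filter and the correction for transcript length were chosen after the result was seen, and the other alternatives were set before the data were examined.

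Over all alternatives apart from leaving out libraries, 769 values of counts, lists and components kept their call, stayed within 1.5 times (counts) or within their jackknife spread (shares of the first component), 113 counts or shares moved by more, 38 list calls were lost and 15 gained. For named genes 2194 values kept direction and call, 129 lost the call, 23 gained it and 3 changed sign. Lists were not run under the unmoderated F test or the fit of all 12 groups, and components were run under the pseudocounts, the planned filters, the other scaling and without scaling of genes. Pseudocounts of 0.1 and 5 moved none of 84 counts, lists and components.

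With no filter the calls went from 398 to 615 in young males on day 4, from 556 to 1018 in young females on day 1, from 95 to 313 in young females on day 4 and from 573 to 931 in old females on day 4. Other calls went from 167 to 475 with age in females. The interactions went from 60 to 218 for age in males on day 1, from 1037 to 1631 for age in females on day 1, from 43 to 229 for age in females on day 4 and from 57 to 199 for sex in young mice on day 1. Other interactions went from 103 to 310 for sex in young mice on day 4. The genes went from 69 to 106 called on both days in young females, from 5 to 2 common to the 4 groups on day 4 and from 7 to 16 delayed in old males. The list medians went from -0.30 to -0.30 for the sterol list in old males on day 4, now called. The first component went from 54.8% to 43.5% for genes higher with age in males, from 61.7% to 52.6% for genes lower with age in males and from 45.8% to 31.5% for genes lower with age in females. More genes are tested without a filter, which by itself raises counts of calls, and the cause of the other changes was not tested. Of 205 named gene values, 187 kept their call, 17 lost it, 1 gained it and 0 changed sign.

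With a mean of at least 50 CPM calls moved from 940 to 363 in young males on day 1, from 398 to 131 in young males on day 4, from 991 to 372 in old males on day 1 and from 4877 to 1718 in old males on day 4. Further calls moved from 556 to 152 in young females on day 1, from 95 to 24 in young females on day 4, from 3120 to 939 in old females on day 1 and from 573 to 204 in old females on day 4. Other calls went from 978 to 413 with age in males and from 167 to 28 with age in females. Interactions moved from 60 to 15 for age in males on day 1, from 1020 to 410 for age in males on day 4, from 1037 to 231 for age in females on day 1 and from 43 to 7 for age in females on day 4. Further interactions moved from 57 to 17 for sex in young mice on day 1, from 103 to 20 for sex in young mice on day 4, from 1923 to 571 for sex in old mice on day 1 and from 1741 to 595 for sex in old mice on day 4. Genes moved from 81 to 26 called on both days in young males, from 322 to 113 called on both days in old males, from 69 to 18 called on both days in young females and from 263 to 92 called on both days in old females. Further genes went from 467 to 214 turned back in young males, from 489 to 189 turned back in old males, from 292 to 79 turned back in young females and from 2065 to 598 turned back in old females. Other genes moved from 217 to 69 common to the 4 groups on day 1, from 5 to 1 common to the 4 groups on day 4, from 7 to 0 delayed in old males and from 454 to 272 lower with age and higher on day 4 in old males. Medians of lists moved from -0.23 to -0.15 for the myelination list in young males on day 4, no longer called, from 0.25 to 0.18 for the immune list in young males on day 4, no longer called, from 0.62 to 0.41 for the glucocorticoid list in old males on day 4, no longer called and from 0.41 to 0.41 for the synaptic list in old males on day 4, no longer called. Other medians went from 0.13 to 0.064 for the immune list in young females on day 4, no longer called, from 0.44 to 0.44 for the immune list in old females on day 1, no longer called, from -0.031 to -0.16 for the immune list in old females on day 4, now called and from -0.16 to -0.18 for the glucocorticoid list with age in females, no longer called. The first component went from 54.8% to 60.4% for genes higher with age in males, from 61.7% to 69.4% for genes lower with age in males and from 45.8% to 54.8% for genes lower with age in females. Fewer genes are tested under this filter (3670 of 11691), which by itself lowers the counts, while the cause of the changes of lists and components was not tested. Named genes kept their call in 93 of 94 values, lost it in 1, gained it in 0 and changed sign in 0.

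Under the unmoderated F test counts of interactions went from 57 to 99 for sex in young mice on day 1. Derived sets went from 81 to 35 called on both days in young males, from 322 to 209 called on both days in old males, from 69 to 45 called on both days in young females and from 467 to 274 turned back in young males. Other sets went from 217 to 118 common to the 4 groups on day 1 and from 5 to 0 common to the 4 groups on day 4. The cause was not tested. Among 205 values of named genes, calls were kept in 171, lost in 34 and gained in 0, and 0 changed sign.

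With all 12 groups in 1 fit calls of single comparisons went from 398 to 699 in young males on day 4, from 991 to 578 in old males on day 1, from 556 to 1121 in young females on day 1 and from 95 to 249 in young females on day 4. Further calls moved from 573 to 337 in old females on day 4 and from 167 to 722 with age in females. The interactions went from 60 to 20 for age in males on day 1, from 1037 to 1686 for age in females on day 1, from 43 to 77 for age in females on day 4 and from 57 to 115 for sex in young mice on day 1. Other interactions went from 103 to 197 for sex in young mice on day 4. Sets of genes went from 81 to 125 called on both days in young males, from 322 to 205 called on both days in old males, from 69 to 134 called on both days in young females and from 489 to 280 turned back in old males. Further genes went from 292 to 457 turned back in young females, from 5 to 10 common to the 4 groups on day 4 and from 7 to 21 delayed in old males. The cause was not tested. Of 205 named gene values, 183 kept their call, 10 lost it, 12 gained it and 0 changed sign.

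Under scaling by the median of ratios medians went from -0.14 to -0.15 for the synaptic list with age in females, now called. The shift of the median change of all genes under this scaling was largest in old males on day 4, at 0.031. The cause was not tested. Named genes kept their call in 201 of 205 values, lost it in 3, gained it in 1 and changed sign in 0.

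With each library corrected for GC content counts of calls went from 398 to 262 in young males on day 4, from 4877 to 1675 in old males on day 4 and from 978 to 452 with age in males. Interactions moved from 1020 to 259 for age in males on day 4, from 57 to 37 for sex in young mice on day 1 and from 1741 to 825 for sex in old mice on day 4. The genes went from 467 to 299 turned back in young males, from 7 to 2 delayed in old males and from 454 to 73 lower with age and higher on day 4 in old males. The list medians went from -0.066 to -0.28 for the myelination list in old males on day 4, now called, from -0.031 to -0.091 for the immune list in old females on day 4, now called, from 0.14 to 0.14 for the myelination list with age in females, now called and from -0.14 to -0.079 for the synaptic list with age in females, now called. In old males on day 4, Cxxc1 (-0.064), Cacna1a (-0.096) and Mink1 (-0.082) changed sign, from higher to lower. The trend it removes is shown for old males on day 4, and what produced the trend was not tested further. Among 205 values of named genes, calls were kept in 189, lost in 12 and gained in 1, and 3 changed sign.

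The deposited labels give groups the same replicate numbers, and neither they nor the paper say that a number marks a shared animal, litter or day. Libraries with the same number did not deviate together, as in 0 of 14 comparisons every pair had a correlation over 0.1 (range -0.589 to 0.491). With the replicate block the calls went from 573 to 180 in old females on day 4. Counts of interactions went from 43 to 23 for age in females on day 4 and from 1741 to 1016 for sex in old mice on day 4. Genes moved from 263 to 65 called on both days in old females, from 489 to 283 turned back in old males, from 2065 to 1320 turned back in old females and from 7 to 4 delayed in old males. Medians of lists moved from 0.41 to 0.42 for the synaptic list in old males on day 4, no longer called. The block takes degrees of freedom from the fit, takes nothing from libraries whose number is not shared, and changed no other count by over 1.5 times and no other list call. Of 205 named gene values, 188 kept their call, 15 lost it, 2 gained it and 0 changed sign.

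Under the filter by a mean of at least 5 reads calls moved from 556 to 863 in young females on day 1, from 95 to 168 in young females on day 4 and from 167 to 360 with age in females. The interactions went from 60 to 123 for age in males on day 1, from 43 to 117 for age in females on day 4, from 57 to 105 for sex in young mice on day 1 and from 103 to 175 for sex in young mice on day 4. Derived sets went from 5 to 9 common to the 4 groups on day 4 and from 7 to 11 delayed in old males. Medians went from -0.30 to -0.30 for the sterol list in old males on day 4, now called and from -0.14 to -0.14 for the synaptic list with age in females, now called. This filter, chosen after seeing the values, tests 18796 genes, which by itself raises the counts, and the cause of the list changes was not tested. Named genes kept their call in 204 of 205 values, lost it in 0, gained it in 1 and changed sign in 0.

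Under the unmoderated F test with that filter calls of single comparisons went from 95 to 199 in young females on day 4 and from 167 to 305 with age in females. Interactions moved from 60 to 158 for age in males on day 1, from 43 to 147 for age in females on day 4, from 57 to 157 for sex in young mice on day 1 and from 103 to 215 for sex in young mice on day 4. Sets of genes went from 5 to 0 common to the 4 groups on day 4 and from 7 to 13 delayed in old males. More genes are tested here as well. Among 205 values of named genes, calls were kept in 171, lost in 34 and gained in 0, and 0 changed sign.

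Corrected for transcript length, the genes went from 5 to 8 common to the 4 groups on day 4 and from 7 to 11 delayed in old males. The list medians went from -0.30 to -0.40 for the sterol list in old males on day 4, now called, from 0.093 to 0.15 for the synaptic list in old females on day 4, now called, from 0.14 to 0.15 for the myelination list with age in females, now called and from -0.14 to -0.14 for the synaptic list with age in females, now called. The cause was not tested. Of 205 named gene values, 199 kept their call, 3 lost it, 3 gained it and 0 changed sign.

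With genes also called in old males on day 1 kept in, genes moved from 7 to 117 delayed in old males. The definition is wider by construction.

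For lists, fry and camera with an estimated correlation change the test and not the median. Calls of camera at the preset correlation that fry did not make were for the synaptic list in young males on day 1 (-0.26), for the glucocorticoid list in young males on day 4 (0.45), for the myelination list in young males on day 4 (-0.23), for the immune list in young males on day 4 (0.25), for the glucocorticoid list in young females on day 4 (0.28), for the myelination list in young females on day 4 (-0.25), for the sterol list in young females on day 4 (-0.25), for the immune list in young females on day 4 (0.13) and for the glucocorticoid list with age in females (-0.16). Fry alone made calls for the myelination list in old males on day 4 (-0.066) and for the sterol list in old males on day 4 (-0.30). With an estimated correlation the calls lost on day 1 were for the synaptic list in young males on day 1 (-0.26), for the sterol list in old males on day 1 (-0.53), for the myelination list in young females on day 1 (-1.01), for the sterol list in young females on day 1 (-0.65), for the sterol list in old females on day 1 (-0.62) and for the immune list in old females on day 1 (0.44). Those lost on day 4 were for the glucocorticoid list in young males on day 4 (0.45), for the myelination list in young males on day 4 (-0.23), for the immune list in young males on day 4 (0.25), for the glucocorticoid list in old males on day 4 (0.62), for the immune list in old males on day 4 (0.72), for the synaptic list in old males on day 4 (0.41), for the glucocorticoid list in young females on day 4 (0.28), for the myelination list in young females on day 4 (-0.25), for the sterol list in young females on day 4 (-0.25), for the immune list in young females on day 4 (0.13) and for the myelination list in old females on day 4 (-0.29). Those lost with age were for the immune list with age in males (0.19), for the synaptic list with age in males (-0.27), for the glucocorticoid list with age in females (-0.16) and for the immune list with age in females (0.23). The cause was not tested.

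With genes centred and not scaled, the first component went from 54.8% to 45.5% for genes higher with age in males, from 61.7% to 48.9% for genes lower with age in males and from 45.8% to 72.7% for genes lower with age in females. The cause was not tested.

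Each library was left out in turn, and results with a library that moved a count by over 1.5 times or changed a list call are given as a range. Calls ran from 572 (without young male control replicate 2) to 1042 (without young male control replicate 1) in young males on day 1 and from 201 (without young male day 4 replicate 4) to 513 (without young male control replicate 1) in young males on day 4. They ran from 538 (without young male control replicate 2) to 1146 (without young male control replicate 3) with age in males and from 356 (without young female day 1 replicate 1) to 711 (without young female control replicate 2) in young females on day 1. Other calls ran from 70 (without young female day 4 replicate 4) to 207 (without young female control replicate 2) in young females on day 4 and from 74 (without old female control replicate 1) to 258 (without old female control replicate 4) with age in females. Further calls ran from 212 (without old female day 4 replicate 4) to 716 (without old female control replicate 4) in old females on day 4. Interactions ran from 39 (without young male control replicate 2) to 146 (without young male control replicate 3) for age in males on day 1 and from 655 (without young male day 4 replicate 2) to 1645 (without young male day 4 replicate 4) for age in males on day 4. Other interactions ran from 28 (without young male day 1 replicate 3) to 263 (without young female control replicate 2) for sex in young mice on day 1 and from 60 (without young female day 4 replicate 4) to 222 (without young female control replicate 2) for sex in young mice on day 4. The remaining interactions ran from 1107 (without old female day 4 replicate 7) to 2774 (without old female control replicate 2) for sex in old mice on day 4 and from 22 (without old female day 4 replicate 4) to 145 (without young female control replicate 1) for age in females on day 4. Genes of the derived sets ran from 42 (without young male control replicate 2) to 140 (without the library labelled young male day 4 replicate 3) called on both days in young males and from 273 (without young male day 1 replicate 4) to 486 (without young male control replicate 3) turned back in young males. They ran from 2 (without young female control replicate 3) to 11 (without the library labelled young male day 4 replicate 3) common to the 4 groups on day 4 and from 3 (without old male day 1 replicate 1) to 10 (without old male day 1 replicate 4) delayed in old males. Other sets ran from 227 (without young male control replicate 2) to 513 (without young male control replicate 3) lower with age and higher on day 4 in old males and from 44 (without young female day 4 replicate 3) to 112 (without young female control replicate 2) called on both days in young females. The remaining sets ran from 129 (without old female day 4 replicate 4) to 339 (without old female control replicate 4) called on both days in old females. Medians of lists ran from -0.29 (without young male day 4 replicate 4) to -0.15 (without young male day 4 replicate 2) for the myelination list in young males on day 4 and from -0.17 (without the library labelled young male day 4 replicate 3) to -0.032 (without young male day 4 replicate 1) for the sterol list in young males on day 4. Other medians ran from -0.33 (without old male day 4 replicate 8) to -0.25 (without old male control replicate 4) for the sterol list in old males on day 4 and from 0.36 (without old male day 4 replicate 3) to 0.43 (without old male control replicate 4) for the synaptic list in old males on day 4. Further medians ran from 0.076 (without young female day 4 replicate 4) to 0.26 (without young female control replicate 2) for the immune list in young females on day 4 and from 0.027 (without young female control replicate 4) to 0.22 (without young female control replicate 2) for the myelination list with age in females. The remaining medians ran from -0.23 (without old female control replicate 4) to -0.067 (without young female control replicate 2) for the synaptic list with age in females and from -0.11 (without old female day 4 replicate 4) to 0.017 (without old female control replicate 3) for the immune list in old females on day 4. Of 1628 values of named genes with a library left out, 1515 kept their call, 95 lost it, 18 gained it and 0 changed sign.

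A model of whole reads was not run, because whole reads could not be recovered from the deposited values. Depth limits the genes that can be tested, with 1 read at 0.0307 to 0.0456 CPM. Named genes that the stricter filter removes have no value under it and were left out there.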

Differences from the paper's values

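The alternatives named here were set before the data were examined, apart from the filter by a mean of at least 5 reads, the unmoderated F test under that filter and the correction for transcript length, which were chosen after seeing the values. The named calls said to be dropped are those of genes the paper names in the comparisons a count is built from. Of 43 counts compared, 23 differed by more than 1.5 times. The paper describes one-way ANOVAs of day 1 and of day 4 to control, separately within each age and sex, and does not state which libraries entered the error term. With all 12 groups in 1 fit, 20 of these 23 no longer differ and 1 other does, which leaves 4 that differ.

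The paper gives 386 genes higher in young males on day 4 and the value here is 238. The gap closes under no filter (322), all 12 groups in 1 fit (413) and scaling by the median of ratios (303) and stays under the others. Leaving out 1 library closes it in 2 of 8 cases. Chosen after seeing the values, a mean of at least 5 reads gives 300 (0 of 4 named calls dropped) and correction for transcript length gives 262 (0 of 4 named calls dropped). Genes lower in young males on day 4 number 268 in the paper and 160 here. Counts within 1.5 times of the paper's are 293 under no filter and 286 under all 12 groups in 1 fit, and the other alternatives stay outside. It also closes in 3 of 8 cases with 1 library left out. Among settings chosen after seeing the values, a mean of at least 5 reads gives 245 (0 of 4 named calls dropped), the unmoderated F test with a mean of at least 5 reads gives 196 (1 of 4 named calls dropped) and correction for transcript length gives 179 (0 of 4 named calls dropped). For genes higher in old males on day 1 the paper has 244, and 443 were found here. This difference is gone under the unmoderated F test (336) and all 12 groups in 1 fit (264), and stays under the others. With 1 library left out, 1 of 8 cases close it. The paper gives 311 genes lower in old males on day 1 and the value here is 548. It is within 1.5 times under a mean of at least 50 CPM (233) and all 12 groups in 1 fit (314), and not under the others. Leaving out 1 library closes it in 3 of 8 cases.

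Genes higher in young females on day 1 number 524 in the paper and 283 here. The gap closes under no filter (546) and all 12 groups in 1 fit (554) and stays under the others. It also closes in 2 of 8 cases with 1 library left out. As settings chosen after seeing the values, a mean of at least 5 reads gives 477 (0 of 20 named calls dropped) and the unmoderated F test with a mean of at least 5 reads gives 401 (5 of 20 named calls dropped). For genes lower in young females on day 1 the paper has 555, and 273 were found here. Counts within 1.5 times of the paper's are 472 under no filter and 567 under all 12 groups in 1 fit, and the other alternatives stay outside. Chosen after seeing the values, a mean of at least 5 reads gives 386 (0 of 20 named calls dropped) and the unmoderated F test with a mean of at least 5 reads gives 375 (5 of 20 named calls dropped). The paper gives 165 genes lower in young females on day 4 and the value here is 41. This difference is gone under no filter (160), and stays under the others. Genes higher in old females on day 4 number 194 in the paper and 296 here. It is within 1.5 times under the unmoderated F test (231), all 12 groups in 1 fit (198), scaling by the median of ratios (219) and the replicate block (130), and not under the others. With 1 library left out, 2 of 7 cases close it. Among settings chosen after seeing the values, the unmoderated F test with a mean of at least 5 reads gives 287 (4 of 9 named calls dropped) and correction for transcript length gives 221 (1 of 9 named calls dropped). For genes lower in old females on day 4 the paper has 129, and 277 were found here. The gap closes under all 12 groups in 1 fit (139) and stays under the others. Leaving out 1 library closes it in 3 of 7 cases. As settings chosen after seeing the values, correction for transcript length gives 188 (1 of 9 named calls dropped).

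The paper gives 309 genes higher with age in females and the value here is 104. Counts within 1.5 times of the paper's are 295 under no filter and 344 under all 12 groups in 1 fit, and the other alternatives stay outside. Chosen after seeing the values, a mean of at least 5 reads gives 245 (0 of 7 named calls dropped) and the unmoderated F test with a mean of at least 5 reads gives 211 (3 of 7 named calls dropped). Genes lower with age in females number 355 in the paper and 63 here. This difference is gone under all 12 groups in 1 fit (378), and stays under the others.

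For genes higher on both days in young males the paper has 74, and 47 were found here. It is within 1.5 times under no filter (57), all 12 groups in 1 fit (83), scaling by the median of ratios (52) and the replicate block (58), and not under the others. It also closes in 4 of 12 cases with 1 library left out. Among settings chosen after seeing the values, a mean of at least 5 reads gives 64 (0 of 26 named calls dropped) and correction for transcript length gives 51 (0 of 26 named calls dropped). The paper gives 118 genes higher on both days in old males and the value here is 195. The gap closes under the unmoderated F test (127), all 12 groups in 1 fit (132), correction for GC content (158) and the replicate block (173) and stays under the others. With 1 library left out, 5 of 12 cases close it. As settings chosen after seeing the values, the unmoderated F test with a mean of at least 5 reads gives 159 (4 of 62 named calls dropped). Genes lower on both days in old males number 69 in the paper and 127 here. Counts within 1.5 times of the paper's are 82 under the unmoderated F test, 73 under all 12 groups in 1 fit, 102 under scaling by the median of ratios and 82 under the replicate block, and the other alternatives stay outside. Leaving out 1 library closes it in 5 of 12 cases. For genes higher on both days in young females the paper has 84, and 43 were found here. The paper also gives 75 genes higher on day 4 in this group, fewer than the number on both days. This difference is gone under no filter (58) and all 12 groups in 1 fit (86), and stays under the others. It also closes in 1 of 12 cases with 1 library left out. Chosen after seeing the values, a mean of at least 5 reads gives 66 (0 of 25 named calls dropped). The paper gives 48 genes lower on both days in young females and the value here is 26. It is within 1.5 times under no filter (48) and all 12 groups in 1 fit (48), and not under the others. With 1 library left out, 3 of 12 cases close it. Among settings chosen after seeing the values, a mean of at least 5 reads gives 35 (0 of 25 named calls dropped), the unmoderated F test with a mean of at least 5 reads gives 32 (7 of 25 named calls dropped) and correction for transcript length gives 33 (0 of 25 named calls dropped). Genes lower on both days in old females number 73 in the paper and 133 here. The gap closes under the unmoderated F test (107) and all 12 groups in 1 fit (80) and stays under the others. Leaving out 1 library closes it in 4 of 11 cases. As settings chosen after seeing the values, correction for transcript length gives 96 (1 of 28 named calls dropped).

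For genes that rose and then fell in old males the paper has 96, and 187 were found here. Counts within 1.5 times of the paper's are 110 under the unmoderated F test, 105 under all 12 groups in 1 fit and 105 under the replicate block, and the other alternatives stay outside. It also closes in 3 of 12 cases with 1 library left out. Chosen after seeing the values, the unmoderated F test with a mean of at least 5 reads gives 143 (0 of 25 named calls dropped). The paper gives 173 genes that fell and then rose in old males and the value here is 302. This difference is gone under a mean of at least 50 CPM (144), the unmoderated F test (240), all 12 groups in 1 fit (175), correction for GC content (187) and the replicate block (178), and stays under the others. With 1 library left out, 4 of 12 cases close it. Genes that fell and then rose in young females number 261 in the paper and 140 here. It is within 1.5 times under all 12 groups in 1 fit (260), and not under the others. Among settings chosen after seeing the values, a mean of at least 5 reads gives 180 (0 of 20 named calls dropped) and correction for transcript length gives 178 (0 of 20 named calls dropped).

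For delayed higher genes in old males the paper has 79, and 7 were found here. The paper describes these as genes of day 4 in old males that had changed in the 3 other groups by day 1, without stating whether genes also called in old males on day 1 belong to them. The count here leaves those out. The gap closes under genes also called in old males on day 1 kept in (85) and stays under the others. The paper gives 36 delayed lower genes in old males and the value here is 0. Counts within 1.5 times of the paper's are 32 under genes also called in old males on day 1 kept in, and the other alternatives stay outside. Genes higher in all 4 groups on day 4 number 6 in the paper and 3 here. This difference is gone under a pseudocount of 5 (4), all 12 groups in 1 fit (6) and the replicate block (4), and stays under the others. Leaving out 1 library closes it in 5 of 31 cases. As settings chosen after seeing the values, a mean of at least 5 reads gives 6 (0 of 55 named calls dropped).

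The paper ranks old males lowest for calls on day 1. Here the counts were 556 in young females, 940 in young males, 991 in old males and 3120 in old females, and with all 12 groups in 1 fit old males were lowest, at 578. Nearly equal numbers with age in both sexes are stated in the paper, against 978 in males and 167 in females here and 743 and 722 with all 12 groups in 1 fit.

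For the genes common to all groups on day 4 the paper names 9, of which 1 was common here (P2ry12). All 9 had the same direction in every group, and 9 were common with all 12 groups in 1 fit, 2 after correction for GC content and 1 with no filter. Chosen after seeing the values, a mean of at least 5 reads gave 2 and correction for transcript length 3. Old males and old females had 8 and 9 of them called.

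Of the immune genes the paper gives as raised in young males on day 1, Ctss, C4b and C3 were higher and Trem2 was lower, at -0.52. Over the 15 immune genes of Fig. 8, 14 were called higher and 1 lower.

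The paper describes a marked rise of immune and complement genes of aging in old females on day 1. Of the same 15 genes, 7 were called higher and 1 lower. The genes it names for aging changed by 0.12 (C3), 0.22 (C4b), 0.071 (C1qa), 0.44 (C1qb), 0.24 (Ctss) and 0.12 (C1qc), none of them called, and Trem2 by -0.70, called lower.

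Genes of the glutamatergic synapse are described as lower in old males on day 4. The paper gives this cluster 28 genes without naming them, and reports synapse and postsynaptic density as both higher and lower on day 4. Over the 13 synaptic genes of Fig. 8, which are another list, 2 were called lower, Grin2a and Homer1, and 7 higher. Corrected for GC content, 1 was lower and 4 higher, 3 of these among the 7.

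Continued lower expression of myelination genes in old males on day 4 is stated. The paper draws this from a cluster among the genes lower on both days, whose genes it does not name. Of the 7 genes it prints for myelination across all groups on day 1, which are another list, 3 were called, all lower, with a median of -0.066. Corrected for GC content, the list was called lower by camera, at -0.28.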

Other observations

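The test of choroid plexus tissue and the use of the correction for GC content to weigh an explanation were chosen after the result was seen. The correction itself and the marker lists were planned.

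Lists of marker genes of cell types were followed in the 8 comparisons of sepsis with control and the comparisons of age, by camera with adjusted p. The 9 microglial genes had medians on day 1 and day 4 of -0.35 and -0.12 in young males, -0.34 and 0.016 in old males, -0.50 and -0.21 in young females and -1.23 and -0.14 in old females. With age they were 0.17 in males and 0.35 in females. For the 10 genes of oligodendrocytes the medians in the same order were -0.49, -0.21, -0.49, -0.13, -0.54, -0.11, -0.70 and -0.24. The 4 genes of red blood cells, some with shared sequence, had -1.52, -1.50, -0.78, -1.34, -1.26, -2.17, 0.12 and 0.19, and -1.12 and -0.20 with age. Blood left in the vessels of the tissue was not tested as an explanation.

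The 5 genes of the endothelial response to inflammation tested of 10 had medians of 1.51, 0.34, 0.80, 0.85, 1.68, 0.35, 1.55 and 0.060, with 7 comparisons higher and 0 lower at the adjusted p over 10 comparisons. For the 8 immediate early genes these were -0.40, 0.34, -0.13, 0.30, -0.29, -0.34, 0.68 and -0.10, with 3 comparisons higher and 4 lower. The 9 genes of endothelium gave 2 comparisons higher and 1 lower, those of astrocytes 0 comparisons higher and 2 lower, and the 2 interferon genes that could be tested of 10 gave 2 comparisons higher and 2 lower. Markers of neurons, of dentate granule neurons and of thalamus and habenula gave 0 calls each, with medians from -0.17 to 0.20, -0.13 to 0.27 and -0.31 to 0.25. Those of neutrophils and monocytes could not be tested, as 0 of 8 had a mean of at least 5 CPM.

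Medians, means and tests differed in sign in 5 of 10 comparisons for astrocytes. They did so in 1 comparison each for microglia, choroid plexus, immediate early genes, neurons, lipid biosynthesis, gliogenesis, immune genes of aging, complement genes of aging in females and synaptic genes of the text, and in 2 for the immune genes of both days in old males and 3 for the genes of energy metabolism of Fig. 8. Over 10 comparisons, the lists taken from the text of the paper were higher and lower at the adjusted p of camera in 8 and 2 for the 14 glucocorticoid genes of old males on day 4, 8 and 0 for the 6 common day 4 genes that rose, 1 and 8 for the 3 common day 4 genes that fell, 7 and 0 for the 7 immune genes of both days in old males, 4 and 1 for the 4 immune genes of aging, 5 and 0 for the 3 complement genes of aging in females, 6 and 1 for the 4 complement genes of young females and 2 and 2 for the 8 synaptic genes of the text. These lists were chosen by the study on the same libraries.

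The choroid plexus genes had a median of 1.01 on day 1 and 1.45 on day 4 in old males, and of -1.76 with age in males, all at the adjusted p of camera. Uneven dissection may give this, as the markers follow Ttr within groups at r = 0.950, and a lower score in old male controls would enter each of these comparisons.

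The synaptic genes of Fig. 8 called higher in old males on day 4 have a GC content of 56.0% to 63.2%, above the 43.5% and 52.5% of those called lower. Their direction could in part follow the trend with GC content, as 3 of the 7 were called higher after a correction for it that gave 1675 calls in all.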
